# Transcriptomics and biochemical evidence of trigonelline ameliorating learning and memory decline in the senescence-accelerated mouse prone 8 (SAMP8) model by suppressing proinflammatory cytokines and elevating neurotransmitter release

**DOI:** 10.1007/s11357-023-00919-x

**Published:** 2023-09-18

**Authors:** Sharmin Aktar, Farhana Ferdousi, Shinji Kondo, Tamami Kagawa, Hiroko Isoda

**Keywords:** Trigonelline, Neurotransmitter, Neuroinflammation, Proinflammatory cytokine, DNA Microarray, Cognitive function, SAMP8

## Abstract

In recent years, exploring natural compounds with functional properties to ameliorate aging-associated cognitive decline has become a research priority to ensure healthy aging. In the present study, we investigated the effects of Trigonelline (TG), a plant alkaloid, on memory and spatial learning in 16-week-old senescence-accelerated mouse model SAMP8 using an integrated approach for cognitive and molecular biology aspects. After 30 days of oral administration of TG at the dose of 5 mg/kg/day, the mice were trained in Morris Water Maze task. TG-treated SAMP8 mice exhibited significant improvement in the parameters of escape latency, distance moved, and annulus crossing index. Next, we performed a whole-genome transcriptome profiling of the mouse hippocampus using microarrays. Gene ontology analyses showed that a wide range of biological processes, including nervous system development, mitochondrial function, ATP synthesis, and several signaling pathways related to inflammation, autophagy, and neurotransmitter release, were significantly enriched in TG-treated SAMP8 compared to nontreated. Further, a nonlinear dimensionality reduction technique, Uniform Manifold Approximation and Projection (UMAP), was applied to identify clusters of functions that revealed TG primarily regulated pathways related to inflammation, followed by those involved in neurotransmitter release. In addition, a protein–protein interaction network analysis indicated that TG may exert its biological effects through negatively modulating Traf6-mediated NF-κB activation. Finally, ELISA test showed that TG treatment significantly decreased proinflammatory cytokines- TNFα and IL6 and increased neurotransmitters- dopamine, noradrenaline, and serotonin in mouse hippocampus. Altogether, our integrated bio-cognitive approach highlights the potential of TG in alleviating age-related memory and spatial impairment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-023-00919-x.

## Introduction

Cognitive aging refers to age-related impairments in cognitive functions, including slower problem-solving, reduced fluid reasoning, diminished perceptual speed, and impaired memory and spatial ability. It stands as one of the most common health concerns among older individuals [1]. It is estimated that cognitive impairment affects over 11.7% of adults aged 65 and above, with the prevalence increasing to approximately 40% among those aged 80 and older [2]. According to the World Health Organization (WHO), neurodegenerative disorders will rank second among all causes of natural mortality by 2040 [3]. The rise in life expectancy worldwide, particularly in advanced nations, contributes to a substantial increase in the global incidence of cognitive impairment. Cognitive aging significantly impacts the quality of life for older adults, places strain on healthcare providers and systems and imposes substantial economic burdens on families and society as a whole [4]. Therefore, it is imperative to take proactive measures to support brain health among older adults and foster healthy aging on a broader scale.

Since the inception of cognitive aging theory in the mid-1960s, technological advancements have provided us with a better understanding of the neural mechanisms underlying cognitive aging. One common phenomenon of cognitive aging is neuroinflammation, characterized by an elevation in proinflammatory cytokines in the brain, including tumor necrosis factor-alpha (TNFα) and interleukin 6 (IL6) [5, 6]. Neuroinflammation not only leads to damage and dysfunction of neurons and other brain cells but also disrupts the balance of neurotransmitters such as dopamine (DA), noradrenaline (NA), serotonin (5-HT), and gamma-aminobutyric acid (GABA) in the brain, resulting in impaired transmission of signals and cognitive processes [5, 7]. Therefore, a growing focus is on addressing neuroinflammation and restoring neurotransmitter balance as key research areas to alleviate cognitive decline and support healthy cognitive aging [8, 9].

In recent years, there has been growing evidence that certain functional foods, beverages, and natural bioactive compounds possess neuroprotective properties and can effectively slow the progression of brain aging [10, 11]. These compounds have demonstrated various benefits, including reduction of neuroinflammation, restoration of neurotransmitter balance, and promotion of neuronal differentiation, all while exhibiting minimal adverse effects [12, 13]. However, it is crucial to comprehend how these potential compounds affect intercellular signaling molecules and intracellular signal transduction pathways, ultimately increasing the likelihood of healthy aging.

In this regard, trigonelline (TG), a naturally occurring alkaloid compound (N-methyl nicotinic acid) found in various plants, including coffee beans, fenugreek, and Japanese radish, has been extensively studied for its numerous biological activities, including antimicrobial, anticancer, antidiabetic, antihypertensive, and anti-hyperlipidemic effects [14–16]. Notably, previous studies also reported that TG promotes the regeneration of dendrites and axons in cortical neurons and inhibits the formation of advanced glycation end products in vitro, and improves learning and memory impairment in the in vivo models of Alzheimer’s disease and neuroinflammation [17–19]. However, the effects of TG on age-related cognitive decline and the underlying molecular mechanisms remain to be fully investigated.

In the present study, we aimed to investigate the potential of TG in mitigating the age-related decline in memory and cognition using a mouse model of accelerated aging, the senescence-accelerated mouse-prone 8 (SAMP8) mice, with senescence-accelerated mouse-resistant 1 (SAMR1) mice as the control group. The SAMP8 mouse is a naturally occurring animal model that exhibits an accelerated aging phenotype characterized by a progressive cognitive decline as well as neurodegenerative changes [20–22]. Despite the complex nature of aging, which involves the gradual deterioration of cognitive, physical, and biological functions at different rates, previous studies have demonstrated cognitive impairments in younger SAMP8 mice across a variety of behavioral tasks as early as four months of age [23]. We assessed the effects of chronic administration of TG over a 30-day period on spatial memory deficits in 16-week-old SAMP8 mice using the Morris water maze (MWM) test, a widely used and reliable hippocampus-dependent memory task. Furthermore, we conducted a comprehensive whole-genome transcriptomics analysis in the mice hippocampus, employing an untargeted approach to uncover the biological events triggered by TG supplementation and elucidate the underlying mechanisms involved.

## Materials and Methods

### Experimental Animals 

For our in vivo investigations, we utilized 16-week-old male SAMP8 mice (Japan SLC, Shizuoka, Japan). These mice exhibit spatial learning deficits and symptoms of memory loss that become apparent from the age of 16 weeks [24]. To serve as a control group representing normal aging, we used senescence-accelerated mouse resistant-1 (SAMR1) mice, which possess a genotype resistant to senescence and exhibit a normal aging phenotype.

The mice were housed individually in cages maintained at a temperature range of 21–23 °C. The light–dark cycle followed a photoperiod of 12 h of light and 12 h of darkness. They were provided with ad libitum access to food and water. All animal procedures were conducted in accordance with the guidelines set forth by the Physiological Society of Japan Council. The experimental protocols for this study were approved by the University of Tsukuba Ethics Animal Care Committee, ensuring strict adherence to ethical considerations.

### TG preparation and oral administration

Following a one-week acclimatization period, the SAMP8 mice were randomly divided into two groups: one group received water administration as a placebo (n = 8), while the other group received oral administration of TG (n = 6–8). Similarly, the SAMR1 mice, serving as the control group for normal aging, also received water administration (n = 8).

Commercially available trigonelline chloride (TG), obtained from Cayman Chemical (Tokyo, Japan, catalog no: 11904), was used in the study. It was dissolved in Milli-Q water. Prior to the administration in mice, the cytotoxicity of TG was assessed in human neurotypic SH-SY5Y cells using the MTT assay (Fig. S1). Concentrations of TG ranging from 5 to 80 µM were tested in the MTT assay. It was observed that increasing concentrations of TG did not result in cell death; instead, they promoted cell proliferation and viability (Fig. S1).

The SAMP8 mice were orally administered TG at a dose of 5 mg/kg/day for a duration of 30 days. To facilitate the oral administration, a sterile feeding needle with a length of 1.2 inches and a diameter of 1.25 mm, featuring a ball-shaped opening, was utilized. No anesthesia was required for the administration process. The concentration and dosage of TG were determined based on the results obtained from the MTT assay/ previous investigations (Supplementary Fig. S1).

Upon completion of the 30-day treatment period, the mice underwent a behavioral test that spanned an additional eight days. Throughout this period, the treated group continued to receive the TG compound via oral administration (Fig. 1a).

**Fig. 1:**
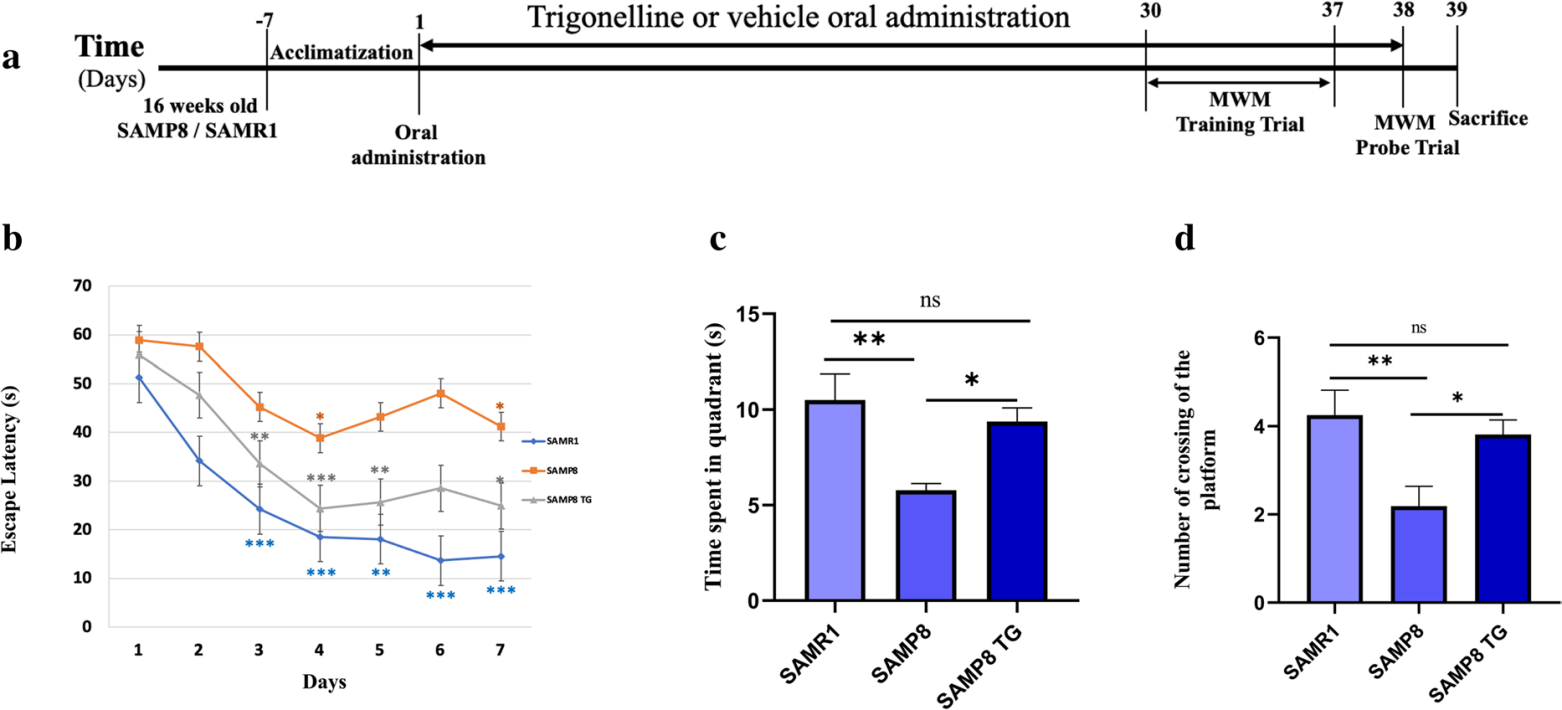
Effects of TG on spatial learning and memory examined with the Morris water maze. **a** Experimental timeline. **b** Escape latency of each treatment group at different time points. The asterisk refers to the within-group significant difference compared to Day 1. The differences among treatment groups were assessed using two-way repeated-measures ANOVA followed by Dunnett’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001 **(c)** Effects of TG on time spent in the target quadrant in the probe test, A comparison was performed by one-way ANOVA followed by Dunnett’s post hoc *P < 0.05, **P < .001; ns, non-significant. **d** Effects of TG on the platform crossing number in the probe test. Comparisons between the groups were performed using one-way ANOVA followed by Fisher’s LSD post hoc test: *P < 0.05, **P < 0.01; ns, non-significant. Values are presented as mean ± *SEM (n* = *6* ~ *8 animals per group)*

### Morris water maze test (MWM) 

The MWM test is a robust and reliable method closely linked to hippocampal synaptic plasticity. It is widely used to evaluate rodents' spatial learning and memory [25]. During the MWM test, the animals are placed in a pool of water with a submerged platform. The time taken by the mice to locate the platform and escape the maze, known as escape latency, serves as a reliable indicator of the learning process.

We used a circular pool measuring 120 cm in diameter, 45 cm in height, and 30 cm in depth, maintaining a pool temperature of 23 ± 2 C. Temporary boundaries were set to define the four quadrants of the pool. An escape platform with a diameter of 10 cm was positioned 1 cm below the water's surface in the center of one of the quadrants. The mice were given a maximum of sixty seconds to swim and locate the platform during each of the four daily trials conducted over a period of seven days.

On the final day, the escape platform was removed, and a probe test was conducted, allowing the mice to swim freely for sixty seconds. During this test, the time spent in the target quadrant and the number of crossings over the previous platform location were recorded as measures of spatial memory performance.

### Enzyme-linked immunosorbent assay (ELISA)

The mice were euthanized through quick cervical dislocation, and whole brain samples were collected. Subsequently, the brain samples were carefully dissected to extract the hippocampus. The isolated hippocampus was subsequently homogenized using ultrasonication in RIPA lysis buffer (Santa Cruz, Dallas, Texas, United States) supplemented with protease inhibitors. The homogenates were then centrifuged at 16,000 × G for 20 min, and the resulting supernatant was collected for subsequent analysis.

The levels of neurotransmitters were assessed using an ELISA kit (ImmSmol, Talence, France). Specifically, the neurotransmitters DA (immuSmol BA E 5300R), NA (immuSmol BA E-5200R) and 5-HT (immuSmol BA E-5900R) were quantified. Additionally, the levels of brain-derived neurotrophic factor (BDNF) (ImmSmol, Talence, France; Proteintech KE00096) and proinflammatory cytokines TNFα and IL6 were measured using an ELISA kit (BioVison, Milpitas, California, United States), following the manufacturer's instructions. A 2D Quant kit (GE Healthcare and Piscataway, New Jersey, United States) was used to standardize the levels of each neurotransmitter relative to the total protein concentration.

### RNA isolation and quantification

Total RNA was extracted from the hippocampus using the ISOGEN kit (Nippon Gene Co. Ltd., Tokyo, Japan) according to the manufacturer's instruction. The NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) was used to measure the RNA concentration.

### Microarray experiment

DNA microarray analysis was conducted on three randomly selected hippocampal samples from each group (SAMR1, SAMP8, and TG-treated SAMP8). The GeneChip WT PLUS Reagent Kit (ThermoFisher Scientific, Waltham, MA, USA) and GeneChip™ Hybridization, Wash and Stain Kit (ThermoFisher Scientific, Waltham, MA, USA) were utilized following the manufacturer's instructions.

Briefly, complementary DNA (cDNA) was synthesized from 100 ng of RNA solutions. Subsequently, cRNA was generated through in vitro transcription of the cDNA and underwent purification and reverse transcription. The resulting single-stranded cDNA (ss-cDNA) was then synthesized, purified, fragmented, and labeled as per the manufacturer's guidelines.

The Clariom S array Mouse (ThermoFisher Scientific, Waltham, MA, USA) was hybridized on the GeneChip™ Fluidics Station (ThermoFisher Scientific, Waltham, MA, USA). The arrays were then scanned using the GeneChip Scanner (ThermoFisher Scientific, Waltham, MA, USA). And, finally the raw signal intensity values (CEL files) were computed from the scanned array images.

### Microarray data processing and analysis

The raw image data obtained from scanning were subjected to standardization using the signal space transformation robust multi-chip analysis (SST-RMA) algorithm in the Transcriptome Analysis Console (TAC) software (version 4.0.2, ThermoFisher Scientific, Waltham, MA, USA). A One-way ANOVA followed by an empirical Bayes correction was performed to analyze differential expression. Genes that met the filter criteria of a P value < 0.05 (one-way between-subject ANOVA) and a fold change (FC) > 1.1 (in linear space) were considered as differentially expressed genes (DEGs).

Gene ontology (GO) enrichment analysis was conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) web tool (http://david.ncifcrf.govt/) [26]. Terms with P value < 0.05 (modified Fisher’s Exact Test) were considered significantly enriched. The interactions between GO terms were visualized using the REVIGO tool (http://revigo.irb.hr/) [27]. The color of the disc represents the significance of each GO term, while the size of the disc corresponds to the number of genes in that category. The thickness of the grey lines indicates the level of simRel semantic similarity between the categories. The spatial arrangement of the discs also reflects the grouping of categories based on their semantic similarity.

The scatterplot depicting clusters of gene sets with similar functional pathways was generated using the Enrichr Appyter visualization tool (https://maayanlab.cloud/Enrichr/) [28]. The NCATS BioPlanet 2019 library was utilized to identify clusters of gene set [29]. Term frequency–inverse document frequency (TF–IDF) values were calculated for each gene set term, and the resulting values were subjected to dimensionality reduction using the Uniform Manifold Approximation and Projection (UMAP) technique. The terms are plotted based on the first two UMAP dimensions, with each term being assigned a color corresponding to the automatically identified clusters determined through the Leiden algorithm applied to the TF–IDF values.

SynGO web tool was used to explore overrepresented synaptic GO terms and to generate the sunburst plots (https://www.syngoportal.org/). SynGO is an open-access knowledgebase dedicated to synapse research, offering approximately 3000 annotations related to synapse-specific protein location or function and around 1100 distinct genes/proteins [30]. Heatmaps were generated using an online tool Morpheus (https://software.broadinstitute.org/morpheus).

An online tool, Network Analyst version 3.0, was employed to construct the protein–protein interaction (PPI) networks [31]. The first-order PPI network was built based on the IMEx Interactome database, which consists of comprehensive, literature-curated data sourced from Innate DB. Heat maps were generated using Morpheus online tool [32].

### Statistical analysis

The values are reported as the mean ± SEM. To compare escape latency, repeated-measure two-way analysis of variance (ANOVA) with Dunnett's post hoc test was employed. A one-way ANOVA followed by Fisher's LSD test was used to identify statistically significant differences in other behavioral tests and the expressions of proteins. The normality of continuous variables of ELISA was assessed using the Shapiro–Wilk normality test. Statistical analysis was performed using the GraphPad Prism 8 software (GraphPad, San Diego, CA, United States). A *P* value < 0.05 was considered statistically significant.

## Results

### TG improved the spatial learning and memory of the SAMP8 mice in the MWM test

We used the hippocampus-dependent memory task MWM to evaluate the effects of TG administration on spatial learning and memory in SAMP8 mice. On the first day of the training trial in the MWM test, there were no significant differences in escape latency within the groups (Fig. 1b). However, as the training sessions progressed, the SAMR1 mice exhibited a significant decrease in escape latency starting from the second day. In contrast, the SAMP8 group did not show consistent changes in latency compared to their first day's performance. Still, their latency was comparatively higher than that of the SAMR1 group from the second day onwards. Similarly, the TG-treated SAMP8 group exhibited a significant decrease in escape latency from the second day of testing within the group (Fig. 1b).

In the probe trial on the 8th day, the SAMP8 mice had a significant decrease compared with the SAMR1 mice in time spent in the target quadrant (Δmean = 3.6; *P* < 0.05) and crossing number (Δmean = 1.6 ± 0.6; *P* < 0.01). However, TG treatment significantly increased the time spent in the target quadrant for the SAMP8 mice (Δmean = 3.5 s; *P* < 0.05) as well as the crossing number (Δmean = 1.6; *P* < 0.05) when compared to the untreated SAMP8 mice.TG treatment significantly increased the time spent in the target quadrant (Δmean = 3.5 s; *P* < 0.05) and crossing number (Δmean = 1.6; *P* < 0.05) compared to the nontreated SAMP8 mice (Fig. 1c,d).

### TG treatment significantly regulated gene expressions in mice hippocampus

Dynamic alterations in gene transcription are crucial for establishing long-term memory and memory retrieval processes in the brain. Given our observation that TG treatment significantly improved the hippocampal-dependent spatial memory decline in SAMP8 mice, our subsequent objective was to investigate the potential biological effects of TG in the hippocampus. Therefore, we conducted an untargeted analysis of whole-genome transcriptomics in the hippocampus of mice.

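Hippocampal RNA from 3 mice in each of 3 groups was hybridized to Clariom S Mouse arrays, which carry short probes for each transcript cluster (called a probe set here) of annotated mouse genes. The SAMR1 and SAMP8 groups received vehicle, and the TG-treated SAMP8 group received TG by mouth at 5 mg/kg per day for 30 days. The 9 sample records name the group and the replicate of each array. The vehicle is water in the paper and saline in the records, and the text of the series speaks of duplicate RNA samples, whereas the records and the paper give 3 arrays per group. A description attached to each record is about a macrophage cell line given another treatment, and it was not used. The authors summarized and normalized the array intensities by SST-RMA in the TAC software, and the authors' deposited tables, 1 for each comparison, hold group averages as log2 signal, a signed linear fold change, an unadjusted p-value and a false discovery rate adjusted p-value. Both tables list the same probe sets, of which 22203 carry a gene symbol (3 carry none), and together these name 22662 unique symbols. The group averages in the authors' deposited tables ran from 2.39 to 19.93, with medians of 6.09 in SAMR1, 6.04 in SAMP8 and 6.07 in TG-treated SAMP8. The SAMP8 averages were the same in both tables, so both comparisons rest on the same 3 SAMP8 arrays. Values per array were not analysed here except for the genes of the supplementary heatmap sheets, so no test across arrays was run for the other genes, and the p-values printed for single genes are the authors'. DEGs were recounted from these tables at the paper's criteria, an unadjusted p-value below 0.05 and a linear fold change above 1.1 in either direction. Adjusting the unadjusted p-values again by the Benjamini-Hochberg method gave values within 0.034 of those in the authors' deposited table for TG-treated SAMP8 vs SAMP8 and within 0.013 for SAMP8 vs SAMR1. Gene positions are given in the mouse genome build GRCm38. The number of arrays limits the precision of each average.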

Using the Clariom S Assay microarray tool, we obtained transcriptome-wide gene-level expression data from a total of 22,260 well-annotated genes. Compared to the SAMR1 group, we identified 2039 unique DEGs in the SAMP8 group, with 1198 upregulated and 841 downregulated DEGs, as shown in the volcano plot (Fig. 2a). Similarly, when comparing the TG-treated SAMP8 group to the SAMP8 group, we observed 1918 unique DEGs with 884 upregulated and 1034 downregulated (Fig. 2b).

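In the SAMP8 vs SAMR1 comparison of the authors' deposited table, 2587 probe sets met the criteria, of which 1307 were upregulated and 1280 downregulated in SAMP8. Counted by unique gene symbol, the DEGs numbered 2675. At any fold change, 2594 probe sets had an unadjusted p-value below 0.05, while 1110 would be counted at that limit by chance alone. The count moved most when the adjusted p-value replaced the unadjusted one, which left 90 DEGs, 72 upregulated and 18 downregulated. With an unadjusted p-value below 0.01 the count was 829, and with a fold change above 1.5 it was 1540. When the 25% of probe sets with the lowest average signal were left out, 1245 upregulated and 969 downregulated DEGs were counted.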

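For TG-treated SAMP8 vs SAMP8, the recount of the authors' deposited table gave 2134 DEGs by probe set, 1055 of them upregulated and 1079 downregulated, and 2257 by unique gene symbol. An unadjusted p-value below 0.05 at any fold change was listed for 2140 probe sets. In the same table, the authors' adjusted p-value from their empirical Bayes test in TAC was below 0.05 for 0 probe sets, below 0.1 for 1 and below 0.2 for 6, and the lowest was 0.0773. A limit of 0.01 on the unadjusted p-value kept 265 upregulated and 257 downregulated DEGs. With the fold change limit raised to 1.5, 531 were upregulated and 519 downregulated.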

**Fig. 2:**
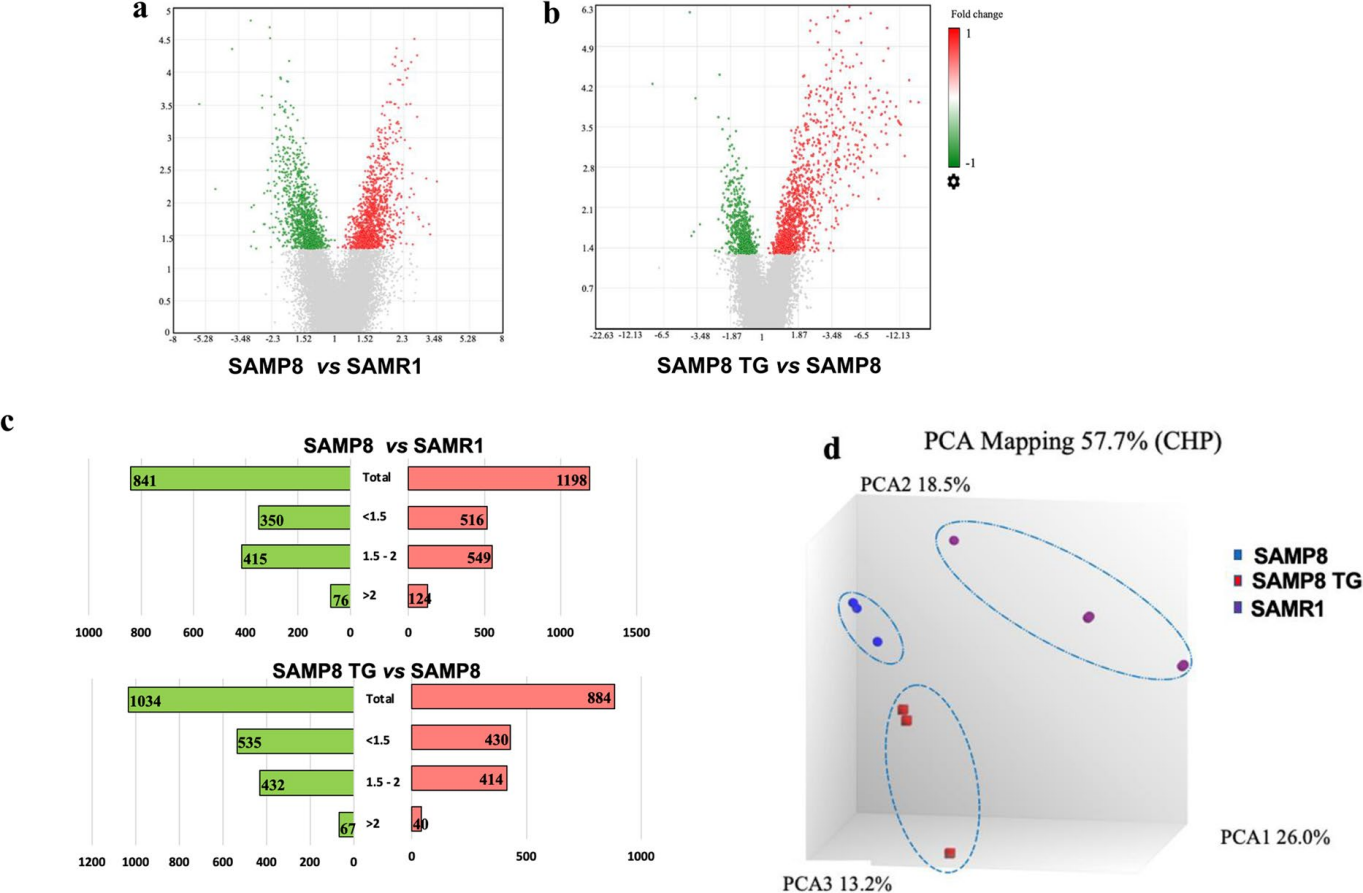
Microarray gene expression profile of TG treatment in SAMP8 mice. The volcano plot displays DEGs between **(a)** the SAMP8 nontreated group *vs.* SAMR1 group and **(b)** the SAMP8 (5 mg/kg) TG-treated group *vs.* SAMP8 nontreated group. A volcano plot was generated using Transcriptome analysis console version 4 software. The vertical axis (y-axis) corresponds to –log10 (*P* value), whereas the horizontal axis (x-axis) displays linear fold change. The red and green dots represent the upregulated and downregulated genes, respectively. **c** The bar graph shows the numbers of significantly up and downregulated DEGs and the distribution of fold changes (> 2, 1.5 ~ 2, < 1.5) of DEGs in the different comparison conditions. The red and green bars represent the up and downregulated DEGs, respectively. **d** Cluster plot based on Principal Component Analysis (PCA) showing uncorrelated variables between the control and treated groups. All the groups (SAMP8 and TG) showed different gene expression compared to the SAMR1 group.

The butterfly chart in Fig. 2c shows the distribution of fold changes of the DEGs. 

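Among the DEGs of SAMP8 vs SAMR1 recounted from the authors' deposited table, 398 changed by more than 2-fold, with 165 upregulated and 233 downregulated. A further 569 upregulated and 573 downregulated DEGs lay between 1.5 and 2, and 573 upregulated and 474 downregulated DEGs lay below 1.5. Moving the limit of 2 to 1.9 or to 2.1 gave 504 and 317 DEGs. With an adjusted p-value below 0.05, 70 upregulated and 18 downregulated probe sets remained above 2-fold. In the authors' deposited table the highest fold change, 1320.68, belonged to the probe set of Gm3893 and 4933409K07Rik on chromosome 4 from 42089373 to 42092930, with group averages of 18.0 in SAMP8 and 7.63 in SAMR1 (adjusted p-value 1.77e-11). The probe sets of Gm10592 and Gm21968, also on chromosome 4, are listed with identical values there, a fold change of 217.54 each. The deepest falls in the authors' deposited table were those of Gm14403 on chromosome 2 (fold change -7.82), Gm10921 on chromosome X (-7.71) and Lingo2 on chromosome 4 (-6.18). Of the probe sets with an adjusted p-value below 0.05, 32.2% lay on chromosome 4, which holds 6.0% of all probe sets, and 0 of the 12 on this chromosome that rose by more than 10-fold in SAMP8 had an unadjusted p-value below 0.05 with TG.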

Compared to the SAMR1 group, the SAMP8 group had 124 upregulated and 76 downregulated DEGs with FC > 2. Likewise, the TG-treated SAMP8 group had 40 upregulated and 67 downregulated DEGs with FC > 2 compared to the nontreated SAMP8 group.

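Between the TG-treated and the nontreated SAMP8 group, 58 upregulated and 67 downregulated DEGs above 2-fold were counted from the authors' deposited table. With the fold change limit at 1.9 the count rose from 125 to 199, and at 2.1 it was 89. Between 1.5 and 2 there were 473 upregulated and 452 downregulated DEGs, and below 1.5 there were 524 and 560. An unadjusted p-value below 0.01 together with a fold change above 2 was found for 42 upregulated and 48 downregulated probe sets. In the authors' deposited table the highest rises with TG were those of Gm20837 on chromosome Y (fold change 3.79), Sprr2j-ps on chromosome 3 (3.07) and Gm20823 on chromosome Y (3.05). Gm20823 has 8 probe sets, all higher with TG, and the mean of their log2 fold changes was 0.84 against 1.61 for the probe set with the lowest p-value. Of the genes outside Tables 1 and 2, the deepest fall in the authors' deposited table was that of Zic1 on chromosome 9 from 91358058 to 91365768, with averages of 9.56 in TG-treated SAMP8 and 11.47 in SAMP8.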

Figure 2d presents a principal component analysis (PCA) showcasing the first three components plotted based on the signal (CHP) data probe sets, which capture the highest variance observed among the groups. Each group is represented by a distinct color on the PCA graph, with SAMR1 in purple, SAMP8 in blue, and TG-treated SAMP8 in red. Interestingly, we observed that all three groups displayed linear uncorrelation, providing further evidence that TG treatment modulated the gene expression profile in SAMP8 mice. Top 10 up and downregulated DEGs in TG-treated SAMP8 mice (*vs*. nontreated SAMP8) and their biological functions are presented in Tables 1 and 2, respectively.

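The genes of Tables 1 and 2 were looked up in the authors' deposited table, where each has 1 probe set. All 10 genes of Table 1 were higher with TG, with fold changes from 1.61 to 2.22, and 9 of them had an unadjusted p-value below 0.05. All 10 genes of Table 2 were lower with TG, with fold changes from -6.45 to -1.38, each with an unadjusted p-value below 0.05. The genes were also ranked by fold change among the probe sets with an unadjusted p-value below 0.05. Those of Table 1 stood from rank 24 (Dbi) to 362 (Igfbp6), so none was among the 10 highest rises. Those of Table 2 stood from rank 1 (Ptgds) to 791 (Tfcp2). Adjusted p-values in the authors' deposited table ran from 0.3173 to 0.5519 for Table 1 and from 0.0773 to 0.4841 for Table 2. Dbi, on chromosome 1 from 120113280 to 120121096, had averages of 9.63 with TG and 8.48 without in the authors' deposited table, a fold change of 2.22 (unadjusted p-value 0.0014). In the 3 values per group of the supplementary synapse heatmap sheet, Dbi stood at 9.56 ± 0.39 (SD, n = 3) in TG-treated SAMP8, 8.57 ± 0.29 (SD, n = 3) in SAMP8 and 8.94 ± 0.26 (SD, n = 3) in SAMR1. Among the 1111 probe sets of like average signal, the log2 fold change of Dbi lay at the percentile 99.8. Igfbp6, on chromosome 15, was listed at a fold change of 1.61 in the authors' deposited table and lay at the percentile 96.4 of its own signal class. Sytl2 had an unadjusted p-value of 0.069 in the authors' deposited table, at a fold change of 1.94. Ptgds, on chromosome 2 from 25466709 to 25470110, fell from 10.26 to 7.57 in the authors' deposited table (unadjusted p-value 0.0003). Acta2, on chromosome 19, fell from 7.71 to 5.54 (unadjusted p-value 0.0119), and Igf2, on chromosome 7, from 8.67 to 6.78 (unadjusted p-value 3.48e-06) in the authors' deposited table. Igf2 was also higher in SAMP8 than in SAMR1 in the authors' deposited table, with a fold change of 2.98 (adjusted p-value 0.0113). In the same comparison with TG, the median log2 fold change of 18 other genes marking the meninges, the membranes around the brain, fell by 0.44. Tfcp2 was listed in the authors' deposited table at 8.56 with TG and 9.02 without, and its log2 fold change lay at the percentile 11.3 of its signal class.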

**Table 1:** Top 10 upregulated DEGs in TG-treated SAMP8 mice (*vs.* nontreated SAMP8) and their biological functions

Gene symbol	Description	Fold change	P-value	Biological process (BP)
*Dbi*	Diazepam binding inhibitor	2.5	0.0003	Learning and memory, glial cell proliferation, regulation of synaptic transmission, GABAergic synapse, skin development, positive regulation of lipid biosynthetic process, long-term synaptic potentiation, positive regulation of CoA-transferase activity, positive regulation of phospholipid transport
*Fabp2*	Fatty acid binding protein 2, intestinal	2.48	0.0081	Fatty acid metabolic process, long-chain fatty acid transport, intestinal lipid absorption
*Il2ra*	Interleukin 2 receptor, alpha chain	2.39	0.0117	Inflammatory response to an antigenic stimulus, regulation of T cell tolerance induction, inflammatory response, positive regulation of T cell proliferation, lymphocyte proliferation, negative regulation of inflammatory response
*Atp5l*	ATP synthase, H + transporting, mitochondrial F0 complex, subunit G	2.34	9.14E-05	ATP biosynthetic process, ATP metabolic process
*Mrpl20*	Mitochondrial ribosomal protein L20	2.23	0.0035	Ribosomal large subunit assembly, translation, ribosomal large subunit assembly, translation, mitochondrial translation
*Gpx4*	Glutathione peroxidase 4	2.07	0.0003	Lipid metabolic process, glutathione metabolic process, response to oxidative stress
*Sytl2*	Synaptotagmin-like 2	2.04	0.0335	Intracellular protein transport, exocytosis, vesicle docking involved in exocytosis, positive regulation of mucus secretion, protein localization to the plasma membrane
*Mrpl12*	Mitochondrial ribosomal protein L12	2.02	0.0183	Mitochondrial transcription, translation, translation, mitochondrial translation, positive regulation of DNA-templated transcription,
*Tnfrsf23*	Tumor necrosis factor receptor superfamily, member 23	1.93	0.0003	Regulation of stress-activated MAPK cascade, negative regulation of the apoptotic process, motor neuron apoptotic process, extrinsic apoptotic signaling pathway in absence of ligand
*Igfbp6*	Insulin-like growth factor binding protein 6	1.93	0.0077	Positive regulation of MAPK cascade, regulation of insulin-like growth factor receptor signaling pathway

Statistically significant value was defined by *p* < 0.05. The biological process terms were obtained by utilizing DAVID online tool http://david.ncifcrf.govt/

**Table 2:** Top 10 downregulated DEGs in TG-treated SAMP8 mice (*vs.* nontreated SAMP8) and their biological functions

Gene symbol	Description	Fold change	*P*-value	Biological process (BP)
*Ptgds*	Prostaglandin D2 synthase (brain)	-5.72	0.0003	Prostaglandin biosynthetic process, mast cell degranulation, prostaglandin metabolic process
*Acta2*	Actin, alpha 2, smooth muscle, aorta	-4.66	0.0062	Muscle contraction, vascular associated, smooth muscle contraction
*Igf2*	Insulin-like growth factor 2	-3.78	4.39E-05	Insulin-like growth factor receptor signaling pathway, negative regulation of natural killer cell-mediated cytotoxicity, response to nicotine, insulin receptor signaling pathway via phosphatidylinositol 3-kinase
*Sema5a*	Transmembrane domain (TM) and short cytoplasmic domain	-2.97	0.0117	Negative regulation of axon extension involved in axon guidance, regulation of actin filament depolymerization
*Prkcd*	Protein kinase C, delta	-2.88	0.0109	IL10 production, IL12 production, positive regulation of superoxide anion generation
*Arel1*	Apoptosis resistant E3 ubiquitin protein ligase 1	-2.59	0.0004	Proteasome-mediated ubiquitin-dependent protein catabolic process, regulation of inflammatory response, protein K11-linked ubiquitination, protein K33-linked ubiquitination
*Glb1l*	Galactosidase, beta 1-like	-2.43	0.0066	Carbohydrate metabolic process
*Actn4*	Actinin alpha 4	-2.41	0.0031	Tumor necrosis factor-mediated signaling pathway, positive regulation of NIK/NFκB signaling
*Tfcp2*	Transcription factor ceruloplasmin 2	-2.38	0.005	Copper ion transport, iron ion transport
*Dcc*	Deleted in colorectal carcinoma	-2.35	2.04E-05	Dorsal/ventral axon guidance, anterior/posterior axon guidance positive regulation of ERK1 and ERK2 cascade, cell–cell adhesion, postsynaptic modulation of chemical synaptic transmission

Statistically significant value was defined by *p* < 0.05. The biological process terms were obtained by utilizing DAVID online tool http://david.ncifcrf.govt/

### TG altered accelerated aging-associated gene expression in SAMP8 mice

Next, we examined the biological events associated with accelerated aging in SAMP8 mice that were significantly affected by TG treatment. We constructed a Venn diagram to identify the gene sets that were shared between the SAMP8 vs. SAMR1 and TG-treated SAMP8 vs. SAMP8 comparison conditions while exhibiting expression in the opposite direction. We then conducted an overrepresentation analysis to identify gene ontology biological processes (GOBPs) that were significantly enriched by both the shared and unique gene sets (Fig. 3a, b).

**Fig. 3:**
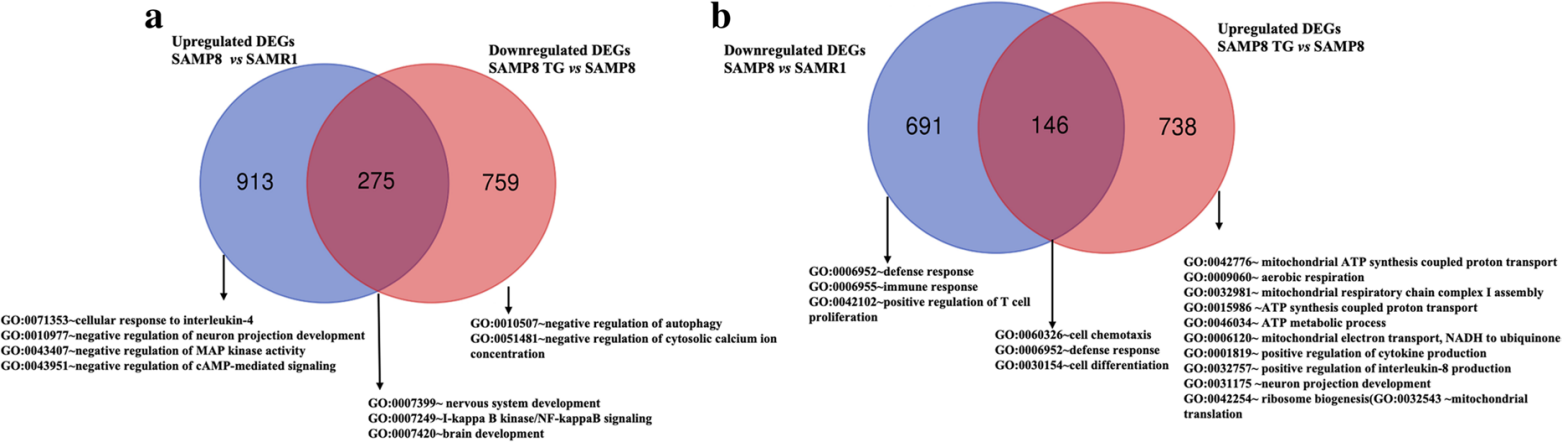
Venn diagram representing the unique and common gene sets. **a** The blue circle represents upregulated DEGs in the SAMP8 compared to the SAMR1 The red circle represents downregulated DEGs in SAMP8 TG-treated group compared to the SAMP8 nontreated group. **b** The blue circle denotes downregulated DEGs in SAMP8 compared to SAMR1. The red circle represents upregulated DEGs in SAMP8 TG-treated group compared to the SAMP8.

Figure 3a shows that (GO:0071353; *n* = 5) cellular response to interleukin-4, (GO:0010977; *n* = 9) negative regulation of neuron projection development, (GO:0043407; *n* = 7) negative regulation of MAP kinase activity, (GO:0043951; *n* = 4) negative regulation of cAMP-mediated signaling were among the most significantly affected GOBP terms by the unique set of upregulated DEGs in the SAMP8 group compared to SAMR1 (*n* = 931). TG treatment significantly downregulated 275 genes that were initially upregulated in the nontreated SAMP8 group compared to SAMR1. 

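Counted by probe set from the authors' deposited tables, 292 DEGs were upregulated in SAMP8 and downregulated with TG, which is 27.1% of the DEGs downregulated with TG. By unique gene symbol there were 319. Upregulation in both comparisons was found for 28 probe sets and downregulation in both for 6. The count fell to 0 when the adjusted p-value was used in both comparisons, to 49 at an unadjusted p-value below 0.01, and to 106 at a fold change above 1.5. Because both comparisons use the same SAMP8 arrays with opposite sign, a high or low SAMP8 average alone places a gene in opposite directions. The size of this effect was simulated in 20 sets of as many genes as the tables hold probe sets, with 3 arrays per group, standard deviations drawn from those of the 82 genes of the synapse heatmap sheet (median 0.24 on the log2 scale) and limma as the test. With no true change in any group, 118 genes on average were up in SAMP8 and down with TG. With unrelated changes in SAMR1 and TG, sized so that about as many DEGs were called as observed, the count was 212 on average and ran from 181 to 231, and 20.2% of the genes down with TG were up in SAMP8. Of the 553 probe sets called in both comparisons, 93.9% changed in opposite directions, against 89.8% on average in that simulation (87.1% to 92%), where 25 genes on average were down in both (18 to 34). Up in both were 24 simulated genes on average (16 to 36), a range that holds the observed 28. The simulated genes varied independently of each other, which real genes do not, so the observed count cannot be given a p-value. Across the probe sets, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.435, against -0.498 simulated without any change and -0.315 simulated with unrelated changes (-0.334 to -0.295). These correlations are across genes, which are not independent replicates. The simulated fold changes are differences of plain means. Where the deposited averages could be checked, in the 82 synapse genes, they matched the Tukey biweight, an average that gives outlying values less weight. The simulated SDs also come from genes that the paper chose as upregulated with TG. The simulated ranges are therefore not an exact measure for the observed correlation.

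**Figure D1:**
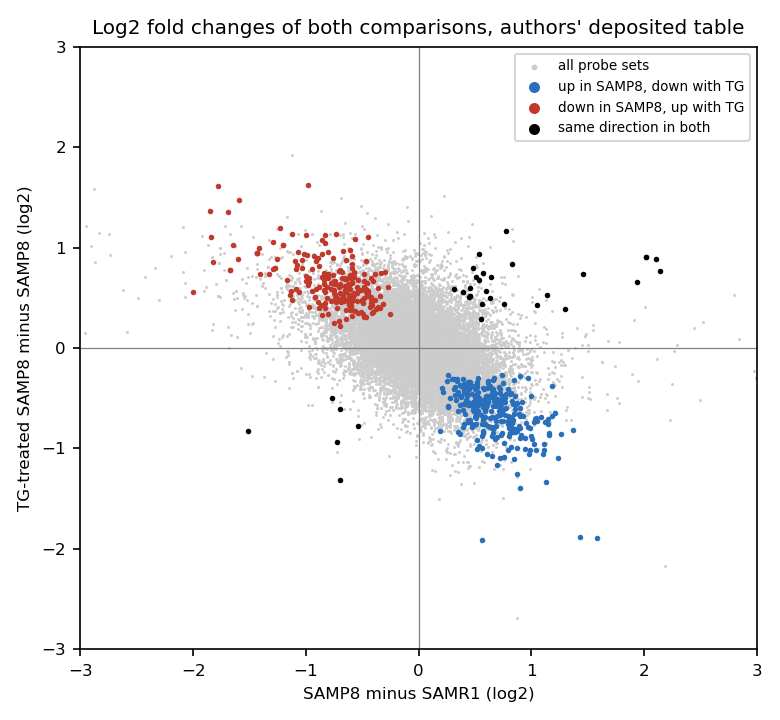
Log2 fold change of each probe set in the authors' deposited tables, SAMP8 minus SAMR1 on the horizontal axis and TG-treated SAMP8 minus SAMP8 on the vertical axis. Colored points are DEGs of both comparisons, 292 up in SAMP8 and down with TG (blue), 227 down in SAMP8 and up with TG (red), and 34 in the same direction (black); 17 probe sets beyond 3 on either axis are not drawn.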

The common set of genes (*n* = 275) exhibited significant enrichment (*P* < 0.05) in BP terms such as (GO:0007399; *n* = 11) nervous system development, (GO:0007249; *n* = 4) I-кB kinase/NFкB signaling, and (GO:0007420; *n* = 9) brain development. Additionally, the unique downregulated gene sets (*n* = 759) in the TG-treated SAMP8 group significantly enriched BP terms associated with (GO:0010507; *n* = 6) negative regulation of autophagy an (GO:0051481; *n* = 5) negative regulation of cytosolic calcium ion concentration.

On the other hand, enriched GOBP terms by the unique set of downregulated DEGs in SAMP8 mice (*n* = 691) included (GO:0006952; *n* = 10) defense response, (GO:0006955; *n* = 23) immune response, and (GO:0042102; *n* = 8) positive regulation of T cell proliferation. 

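In the opposite direction, 227 probe sets were downregulated in SAMP8 and upregulated with TG in the recount of the authors' deposited tables, or 21.5% of the DEGs upregulated with TG. The simulated sets with unrelated changes that share the SAMP8 arrays gave 218 on average, from 187 to 244, so the observed count lay inside their range. In the sets without any change the average was 119. By unique gene symbol the count was 253. At an unadjusted p-value below 0.01 it was 31, at a fold change above 1.5 it was 102, and without the 25% of probe sets with the lowest signal it was 182. Outside these opposite overlaps, 1015 DEGs were up in SAMP8 and not down with TG, 1053 down in SAMP8 and not up with TG, 787 down with TG and not up in SAMP8, and 828 up with TG and not down in SAMP8. These counts include the 28 probe sets up in both comparisons and the 6 down in both.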

TG treatment led to the significant downregulation of genes (*n* = 146) that were initially upregulated in SAMP8 mice compared to SAMR1, among which (GO:0060326; *n* = 4) cell chemotaxis, (GO:0006952; *n* = 8) defense response, and (GO:0030154; *n* = 11) cell differentiation were most significant.

Additionally, the significantly upregulated unique DEGs in the TG-treated SAMP8 group (*n* = 738) enriched BP terms of  (GO:0042776; *n* = 26) mitochondrial ATP synthesis coupled proton transport, (GO:0009060; *n* = 20) aerobic respiration, (GO:0032981; *n* = 18) mitochondrial respiratory chain complex I assembly, (GO:0015986; *n* = 8) ATP synthesis coupled proton transport, (GO:0046034; *n* = 11) ATP metabolic process, (GO:0006120; *n* = 8) mitochondrial electron transport, NADH to ubiquinone, (GO:0001819; *n* = 7) positive regulation of cytokine production, (GO:0032757; *n* = 6) positive regulation of interleukin-8 production, (GO:0031175; *n* = 12) neuron projection development, (GO:0042254; *n* = 9) ribosome biogenesis, and (GO:0032543; *n* = 9) mitochondrial translation.

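The energy and translation genes were examined as families defined by their symbols. Of 83 probe sets of oxidative phosphorylation genes (subunits of the respiratory chain and of ATP synthase, and cytochrome c), 38 were upregulated and 2 downregulated with TG in the recount of the authors' deposited table, and all 38 were absent from the DEGs down in SAMP8. Their mean log2 fold change with TG was 0.44 and 85.5% of them were higher. The median was above that of all 10000 random lists of the same number and like average signal, whose medians lay between -0.12 and 0.03 in their middle 95%. Against random lists matched on genomic length as well, the middle 95% ran from 0.00 to 0.17. Between SAMP8 and SAMR1 the median of this family was 0.07. It lay at the percentile 35.06 of the lists of like signal and at 51.67 of those matched on length as well. Among 77 probe sets of mitochondrial ribosomal proteins, 10 were upregulated and 2 downregulated with TG, with a mean log2 fold change of 0.20 and a share of 75.3% higher. Matched on signal and length, this family's median lay at the percentile 99.91. These are descriptions of group averages and carry no p-value across arrays.

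**Figure D2:**
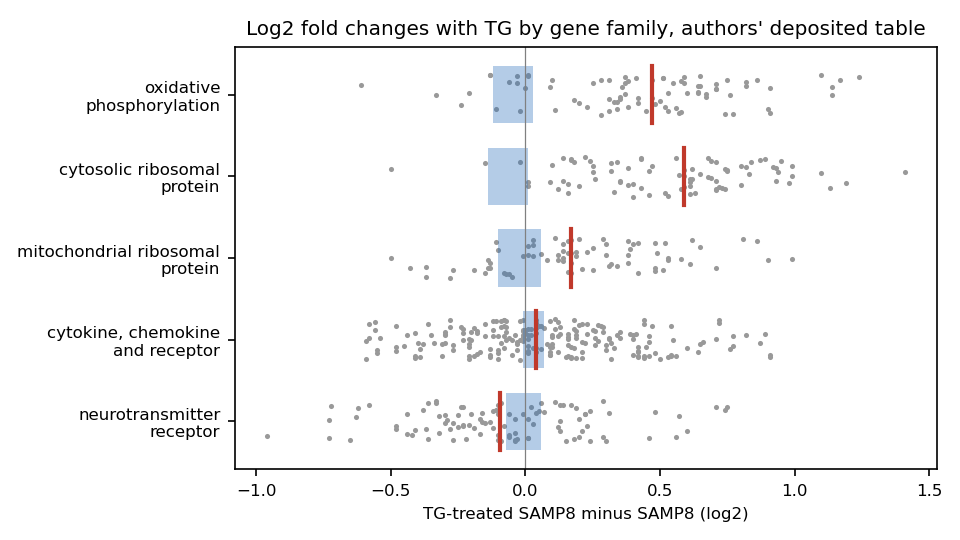
Log2 fold change with TG (horizontal axis, TG-treated SAMP8 minus SAMP8, authors' deposited table) of each probe set (gray points) of 5 gene families (vertical axis, points spread for clarity). Red bars are the family medians and blue bands the middle 95% of the medians of 10000 random lists of like signal. The medians of oxidative phosphorylation (0.47), cytosolic ribosomal (0.59) and mitochondrial ribosomal (0.17) genes lie above their bands.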

### TG regulated a wide range of biological processes in the hippocampus of SAMP8 mice

Next, we explored the comprehensive range of bioactivities exerted by TG in SAMP8 mice. All DEGs in the TG-treated group compared to nontreated SAMP8 were subjected to GO analysis. The enriched GOBP terms (*P* < 0.05), along with their corresponding negative log-transformed significance values (-log10 P value) and the numbers of up and downregulated DEGs associated with each term, are presented in Fig. 4a and Supplementary file 1.

**Fig. 4:**
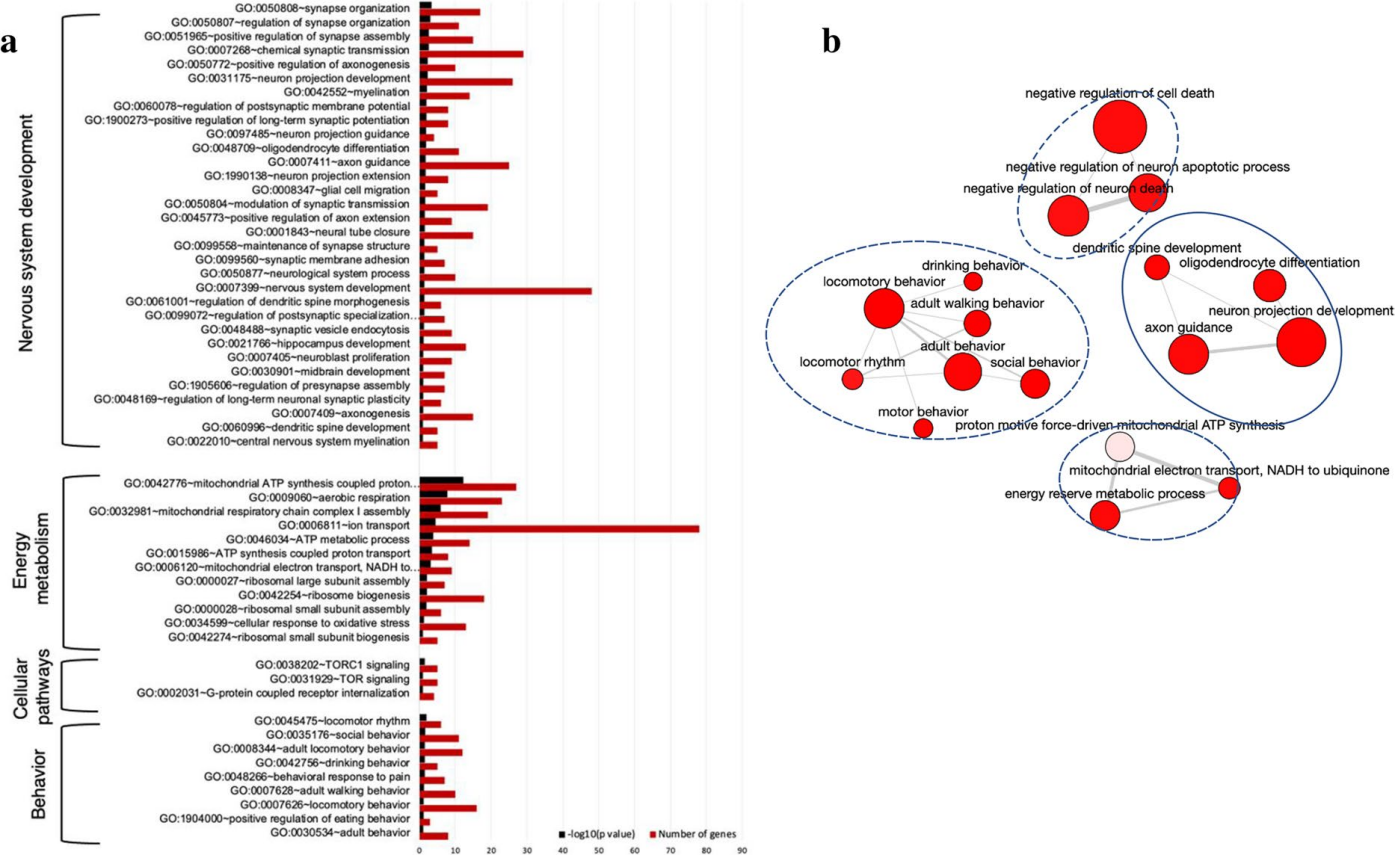
Effects of TG on the biological process of SAMP8 mice. **a** Bar graph showing the top significantly enriched biological process gene ontology (GOBP) terms by the DEGs. GOBP terms were identified using DAVID online software. **b** An interactive graph showing the interrelation of the significantly enriched GOBP terms. The bubble color indicates the *P* value; the bubble size indicates the frequency of the GO term. Highly similar GO terms are linked by edges in the graph, where the line width indicates the degree of similarity

All significant DEGs of TG-treated SAMP8 *vs.* SAMP8 were applied to analyze biological processes divided into four distinct clusters, involved in behavior, nervous system development, energy metabolism, and signaling pathways.

Top significantly enriched biological processes related to nervous system development are the (GO:0050808; *n* = 17) synapse organization, (GO:0050807; *n* = 11) regulation of synapse organization, (GO:0051965; *n* = 15) positive regulation of synapse assembly, (GO:0007268; *n* = 29) chemical synaptic transmission, (GO:0050772; *n* = 10) positive regulation of axonogenesis, (GO:0031175; *n* = 26) neuron projection development, (GO:0042552; *n* = 14) myelination, (GO:1900273; *n* = 8) positive regulation of long-term synaptic potentiation, (GO:0060078; *n* = 8) regulation of postsynaptic membrane potential, (GO:0097485; *n* = 4) neuron projection guidance, (GO:0048709; *n* = 11) oligodendrocyte differentiation, (GO:0007411; *n* = 25) axon guidance, (GO:1990138; *n* = 8) neuron projection extension, (GO:0008347; *n* = 5) glial cell migration, (GO:0050804; *n* = 19) modulation of synaptic transmission.

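Receptors for GABA, glutamate, acetylcholine, adrenaline and noradrenaline, dopamine and serotonin were taken as a family by their symbols (102 probe sets). The symbol patterns leave out the GABA-B receptors (Gabbr) and would also match Htra genes, which are proteases. In the recount of the authors' deposited table, 5 of the 102 probe sets were upregulated and 8 downregulated with TG. Their mean log2 fold change was -0.08, and 38.2% of them were higher with TG. The median of -0.10 lay at the percentile 0.32 of random lists of like signal, and at 3.32 when the lists were matched on genomic length too. The family's median between SAMP8 and SAMR1 was 0.08, at the percentile 96.18 of lists of like signal and 92.49 of lists matched on length too.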

Other enriched BR terms included (GO:0045773; *n* = 9) positive regulation of axon extension, (GO:0001843; *n* = 15) neural tube closure, (GO:0099558; *n* = 5) maintenance of synapse structure, (GO:0099560; *n* = 7) synaptic membrane adhesion, (GO:0050877; *n* = 10) neurological system process, (GO:0007399; *n* = 48) nervous system development, (GO:0061001; *n* = 6) regulation of dendritic spine morphogenesis, (GO:0099072; *n* = 7) regulation of postsynaptic specialization membrane neurotransmitter receptor levels, (GO:0048488; *n* = 9) synaptic vesicle endocytosis, (GO:0021766; *n* = 13) hippocampus development, (GO:0007405; *n* = 9) neuroblast proliferation, (GO:1905606; *n* = 7) regulation of presynapse assembly, (GO:0030901; *n* = 7) midbrain development, (GO:0048169; *n* = 6) regulation of long-term neuronal synaptic plasticity, (GO:0007409; *n* = 15) axonogenesis, (GO:0022010; *n* = 5) central nervous system myelination, and (GO:0060996; *n* = 5) dendritic spine development.

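Genes for the proteins of the cytosolic ribosome (86 probe sets) had a mean log2 fold change of 0.54 with TG in the authors' deposited table, and 96.5% of them were higher. The recount gave 46 upregulated and 0 downregulated, and 40 of those upregulated were not among the DEGs down in SAMP8. All 10000 random lists of like signal had a lower median than the 0.59 of this family, and lists matched on genomic length as well reached medians of 0.10 to 0.29 in their middle 95%. Between the strains the family had a mean of 0.06, with 4 probe sets upregulated and 6 downregulated.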

Energy metabolism-related pathways were (GO:0042776; *n* = 27) mitochondrial ATP synthesis coupled proton transport, (GO:0009060; *n* = 23) aerobic respiration, (GO:0032981; *n* = 19) mitochondrial respiratory chain complex I assembly, (GO:0006811; *n* = 78) ion transport, (GO:0046034; *n* = 14) ATP metabolic process, (GO:0015986; *n* = 8) ATP synthesis coupled proton transport, (GO:0006120; *n* = 9) mitochondrial electron transport, NADH to ubiquinone, (GO:0000027; *n* = 7) ribosomal large subunit assembly, (GO:0042254; *n* = 18) ribosome biogenesis, (GO:0000028; *n* = 6) ribosomal small subunit assembly, (GO:0034599; *n* = 13) cellular response to oxidative stress, and (GO:0042274; *n* = 5) ribosomal small subunit biogenesis. Important signaling pathway-related biological processes were (GO:0038202; *n* = 5) TORC1 signaling (GO:0031929; *n* = 5) TOR signaling, and (GO:0002031; n = 4) G-protein coupled receptor internalization.

 Behavior-related pathways were (GO:0045475; *n* = 6) locomotor rhythm, (GO:0035176; *n* = 11) social behavior, (GO:0008344; *n* = 12) adult locomotory behavior, (GO:0042756; *n* = 5) drinking behavior, (GO:0048266; *n* = 7) behavioral response to pain, (GO:0007628; *n* = 10) adult walking behavior, (GO:0007626; *n* = 16) locomotory behavior, (GO:1,904,000; *n* = 3) positive regulation of eating behavior, and (GO:0030534; *n* = 8) adult behavior.

A network plot of GOBP terms was generated to visualize the interactive relationships among the most significantly enriched BP terms affected by TG treatment (Fig. 4b). The plot highlights the correlation between these enriched GO terms forming functional clusters, encompassing diverse aspects, including nervous system development, behavior, signaling pathways related to cell death/apoptosis inhibition, and energy metabolism.

### Dimensionality reduction approach revealed a prominent anti-inflammatory property of TG in the hippocampus of SAMP8 mice 

To identify functionally related pathways in the TG-treated group (vs. nontreated SAMP8 group), we applied the UMAP dimensionality reduction technique. By plotting the Bioplanet 2019 gene set library terms on the first two UMAP dimensions, we were able to identify the most prominent clusters and pathway terms (Fig. 5).

**Fig. 5:**
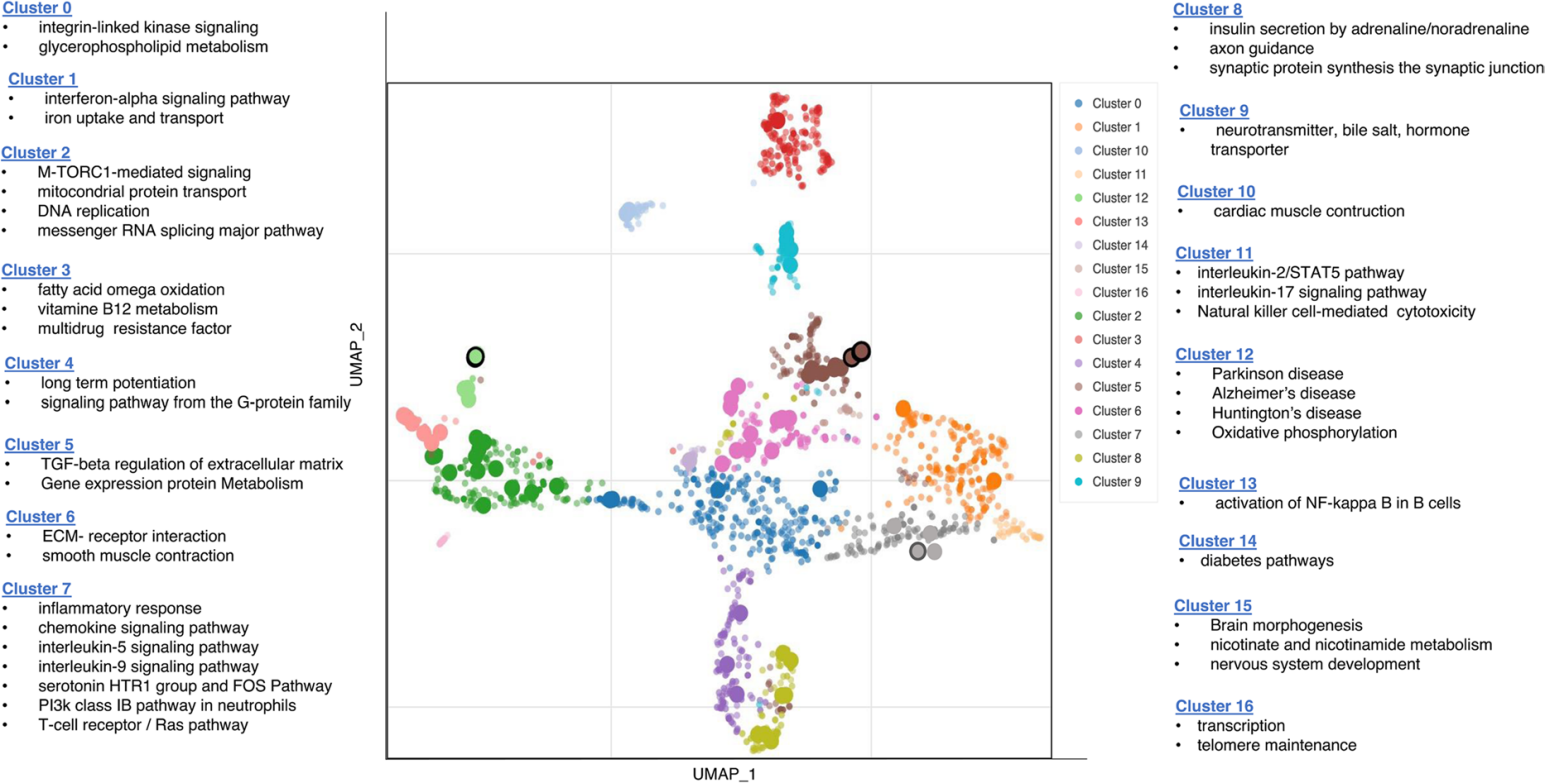
Significantly enriched GO terms in the BioPlanet_2019 gene set library. Each color of the scatter plot represents a term in the library. Term frequency-inverse document frequency (TF-IDF) values were computed for the gene set corresponding to each term, and UMAP was applied to the resulting values. The terms are plotted based on the first two UMAP dimensions. Terms are colored by automatically identified clusters computed with the Leiden algorithm applied to the TF-IDF values. The darker and more extensive the point, the more significantly enriched the term

We summarized 16 significantly enriched pathway clusters that share similar gene sets. Among these clusters, inflammatory pathways were predominant in clusters 1, 5, 7, 11, and 13, representing interferon alpha, TGFβ, ILs 2, 5, 9, and 17, and NFкB pathways. Clusters 4, 8, and 9 were associated with synaptic function and neurotransmitter-related pathways. Additionally, cluster 15 highlighted pathways related to brain development.

(Data presented in Supplementary excel file).

### TG regulated the expression of inflammation-associated genes in the hippocampus of SAMP8 mice

We generated a PPI interaction network to identify the hub genes associated with the biological functions of TG. First, we built the first-order undirected network consisting of all DEGs (Supplementary Fig. S5). TNFα, Receptor Associated Factor 6 (*Traf6*) was the top hub node with the highest degree (degree = 87, betweenness = 221,575.4). All hub nodes are shown in the Supplementary Fig. S5. As inflammatory pathways were the key functional clusters observed in the UMAP dimension reduction model, we limited the PPI network to molecular functions of cytokine binding (hits = 225, adjusted *P* value = 0.00144) and cytokine receptor binding (hits = 53, adjusted *P* value = 0.000032). We again found that *Traf6* is the top hub gene with the highest degree (degree = 29, betweenness = 6443.59, Fig. 6a). 

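Traf6, on chromosome 2 from 101678420 to 101701668, had group averages of 7.28 in SAMR1, 7.85 in SAMP8 and 7.16 in TG-treated SAMP8 in the authors' deposited tables. Its fold change there was 1.49 in SAMP8 vs SAMR1 (unadjusted p-value 0.0304, adjusted 0.3686) and -1.62 with TG (unadjusted p-value 0.0173, adjusted 0.4474). Among 1110 probe sets of like signal, the log2 fold change of Traf6 with TG lay at the percentile 4.0. Ikbkb, on chromosome 8 from 22659205 to 22706589, stood at 6.67, 7.28 and 6.22 in the same order of groups in the authors' deposited tables. It rose by a factor of 1.52 in SAMP8 (unadjusted p-value 0.0217, adjusted 0.3419). With TG it had a fold change of -2.08 in the authors' deposited table (unadjusted p-value 0.0042, adjusted 0.3933). Its log2 fold change with TG lay at the percentile 0.2 of its signal class. Each gene has 1 probe set, and both meet the criteria for DEGs in both comparisons. These comparisons share the same SAMP8 arrays, so a high SAMP8 average alone can give a rise in SAMP8 and a fall with TG. The 2 calls of a gene are therefore not independent of each other.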

Inhibitor of NF-κB Kinase Subunit Beta (*Ikbkb)* was another top hub gene (degree = 12, betweenness = 1763.95).

**Fig. 6:**
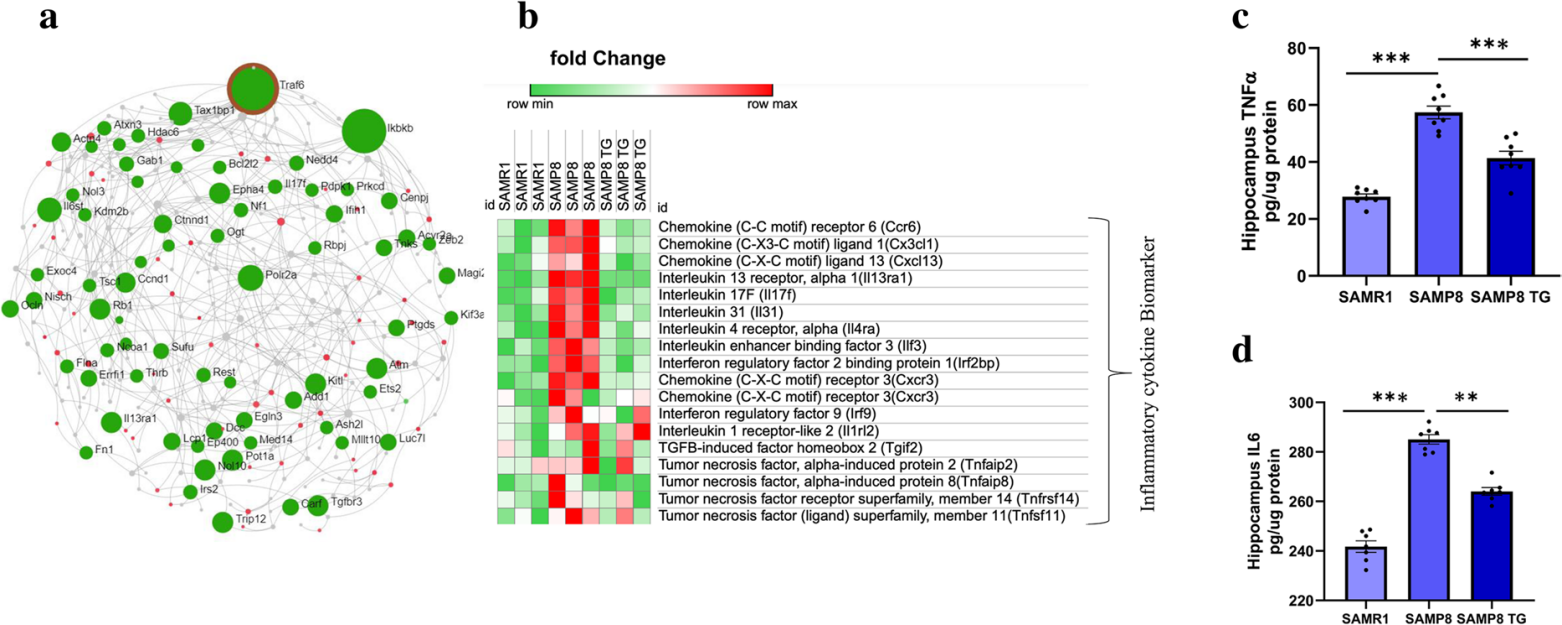
TG suppresses inflammatory cytokines in the mice hippocampus. **a** Generic first-order Protein–Protein Interaction (PPI) network by the DEGs between SAMP8 TG-treated group *vs.* SAMP8 nontreated group. An interaction network was generated for the molecular function of cytokine-related biomarkers. cytokine binding and cytokine receptor binding. Downregulated DEGs are shown in green, and upregulated DEGs are presented in red. The size of the node denotes the number of degrees. PPI was generated by using online software. **b** Heatmap was generated from microarray data showing the relative expression intensity of genes involved in neuroinflammation; Heatmap was generated by using the online visualization software Morpheus (**c)** ELISA measured TNFα, (**d**) IL6 in brain tissues. Values are presented as mean ± *SEM* (n = 6 ~ 8 animals per group). Statistical analysis was performed by using one-way ANOVA followed by Fisher’s LSD test: *P < 0.05; **P < 0.01; ***P < 0.001

The heatmap (Fig. 6b**)** shows the relative intensity of the genes that regulated in the opposite direction, both in SAMR1 and TG-treated SAMP8, compared to SAMP8. Presented genes are mainly involved in neuroinflammation, including chemokine (C–C motif) receptor 6 (*Ccr6*); chemokine (C-X3-C motif) ligand 1(*Cx3cl1*); chemokine (C-X-C motif) ligand 13 (*Cxcl13*); IL13 receptor, alpha 1(*Il13ra1*); IL17F (*Il17f)*; IL31 (*Il31*); IL4 receptor, alpha (*Il4ra*); IL enhancer-binding factor 3 (*Ilf3*); interferon regulatory factor 2 binding protein 1 (*Irf2bp*); chemokine (C-X-C motif) receptor 3 (*Cxcr3*); interferon regulatory factor 9 (*Irf9*); IL12 receptor, beta 2 (*Il12rb2*); IL 1 receptor-like 2 (*Il1rl2*); TGFβ-induced factor homeobox 2 *(Tgif2*); TNF, alpha-induced protein 2 (*Tnfaip2*); TNF, alpha-induced protein 8 (*Tnfaip8)*; TNF receptor superfamily, member 14 (*Tnfrsf14*) and TNF (ligand) superfamily, member 11 (*Tnfsf11*). We observed that proinflammatory cytokine-related genes were downregulated in TG-treated SAMP8 mice. This result indicates the anti-inflammatory properties of TG (Heatmap data presented in Supplementary excel file).

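The 18 genes of the supplementary cytokine heatmap sheet were looked up in the authors' deposited tables. There, 10 of them were lower and 8 higher with TG, and 2 were downregulated DEGs (Il13ra1 and Il17f) and 2 upregulated DEGs (Cxcr3 and Il1rl2). Between SAMP8 and SAMR1 in the authors' deposited tables, 5 were upregulated and 5 downregulated. The 10 genes lower with TG were the first 10 of the sheet and were all higher in SAMP8 than in SAMR1, and the last 8 were all lower in SAMP8 than in SAMR1. Unadjusted p-values with TG in the authors' deposited table ran from 0.0214 to 0.8252, and the adjusted ones from 0.4598 to 0.9622. The sheet holds 3 log2 values per group. In these, 10 genes had all TG values below all SAMP8 values, 8 genes overlapped, and 0 had all TG values above. Chance separates 3 values from 3 in either direction in 10% of genes, a share that does not apply to genes chosen by the paper on the same arrays. The sheet's SAMP8 values also lie above the deposited averages (median 0.50) and its TG values mostly below them (median -0.20). These shifts by themselves move the groups apart in the direction of a fall. Irf2bp2 is among the 10 genes apart, although its deposited averages were 9.99 in SAMP8 and 9.93 in TG-treated SAMP8. Il13ra1 had sheet means of 7.29 ± 0.07 (SD, n = 3) in SAMP8 and 6.07 ± 0.02 (SD, n = 3) in TG-treated SAMP8. Its averages in the authors' deposited table were closer together, at 6.83 and 6.28 (authors' unadjusted p-value 0.0214). Cx3cl1 stood at 13.94 ± 0.25 (SD, n = 3) in SAMP8, 12.72 ± 0.25 (SD, n = 3) in TG-treated SAMP8 and 12.39 ± 0.54 (SD, n = 3) in SAMR1 in the sheet. The authors' deposited tables list it at 13.30, 12.89 and 12.87 in the same order of groups. Its unadjusted p-value with TG there was 0.0684, so it was not a DEG. The sheet's group averages were compared with those of the authors' deposited tables, using the Tukey biweight of the 3 values. In SAMP8 the sheet was higher in all 18 genes by 0.49 to 0.51 on the log2 scale. In TG-treated SAMP8 the difference had a median of -0.20, with 15 genes within 0.02 of it. In SAMR1 it had a median of -0.30 over the first 10 genes and -0.50 over the last 8. As a family defined by symbol, 215 probe sets of cytokines, chemokines and their receptors had a mean log2 fold change of 0.07 with TG in the authors' deposited table. Of these, 19 were upregulated and 6 downregulated, and their median lay at the percentile 74.42 of random lists of like signal. The symbol pattern also takes in TNF-induced genes such as Tnfaip2 and Tnfaip8, which are neither cytokines nor receptors. From the lower expression of the Fig. 6b genes with TG, the paper reasons that TG has anti-inflammatory properties. It also draws on its pathway clusters, on TNFα and IL6 protein measured by ELISA, and on LPS-treated SH-SY5Y cells. Those other lines of evidence were not analysed here.

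**Figure D3:**
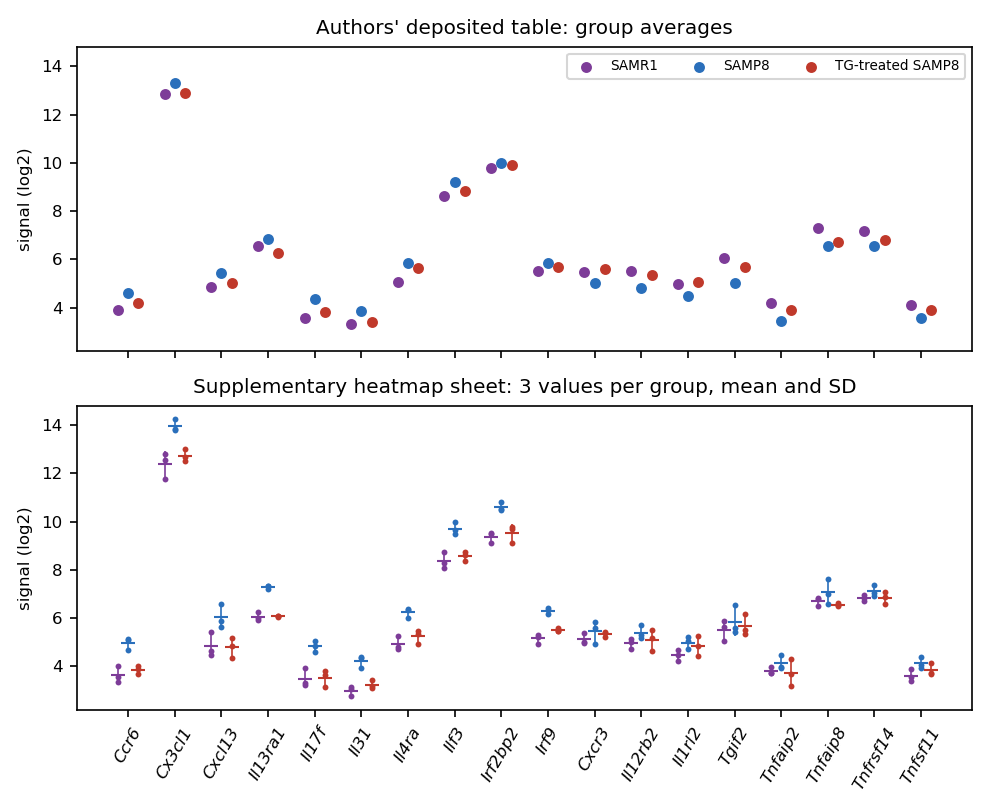
Log2 signal (vertical axes) of the 18 genes of the cytokine heatmap sheet (horizontal axis) in SAMR1 (purple), SAMP8 (blue) and TG-treated SAMP8 (red). The upper panel shows the group averages of the authors' deposited tables, and the lower panel the 3 sheet values per group with their mean and SD. The sheet's SAMP8 averages lie 0.50 above the deposited ones (median).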

To validate the anti-inflammatory properties of TG in SAMP8 mice, we conducted ELISA to quantify the protein levels of pro-inflammatory cytokines- TNFα and IL6 (Fig. 6c, d). We observed a significant increase in the levels of TNFα (Δmean = 29.59; *P* < 0.001) and IL6 (Δmean = 45.70; *P* < 0.001) in the hippocampus of nontreated SAMP8 mice compared to SAMR1 mice. However, TG treatment resulted in a significant reduction in both TNFα (Δmean = 16.07; *P* < 0.001) and IL6 levels (Δmean = 20.58; *P* < 0.01) in SAMP8 mice when compared to the nontreated SAMP8 group (All values are presented in the Supplementary Table 1).

Neuroinflammation in the aging brain has been reported to exhibit similar biological responses triggered by bacterial lipopolysaccharides (LPS). Additionally, it has been observed that LPS-induced inflammation disrupts long-term potentiation and cognitive function in the hippocampus. Thus, in order to further confirm the ability of TG to alleviate neuroinflammation, we examined the effect of TG on the expression of TNFα mRNA in LPS-induced human neuro typic SH-SY5Y cells. We found that TG treatment significantly reduced the expression level of TNFα by approximately 72 ± 2.3% within a 24-h treatment period, suggesting TG treatment effectively reduces inflammation induced by LPS in SH-SY5Y cells (Fig. S2).

### TG modulated synapse-related functions in the hippocampus of SAMP8 mice 

Given the cluster analysis results indicating a potential effect of TG on synaptic regulation (as shown in Fig. 5), we conducted a further analysis using SynGO, an evidence-based and expert-curated resource that focuses on synaptic locations and functions. We visualized the significantly overrepresented (*P* < 0.05) synaptic functions and subcellular locations using sunburst plots (Fig. 7a, b).

**Fig. 7:**
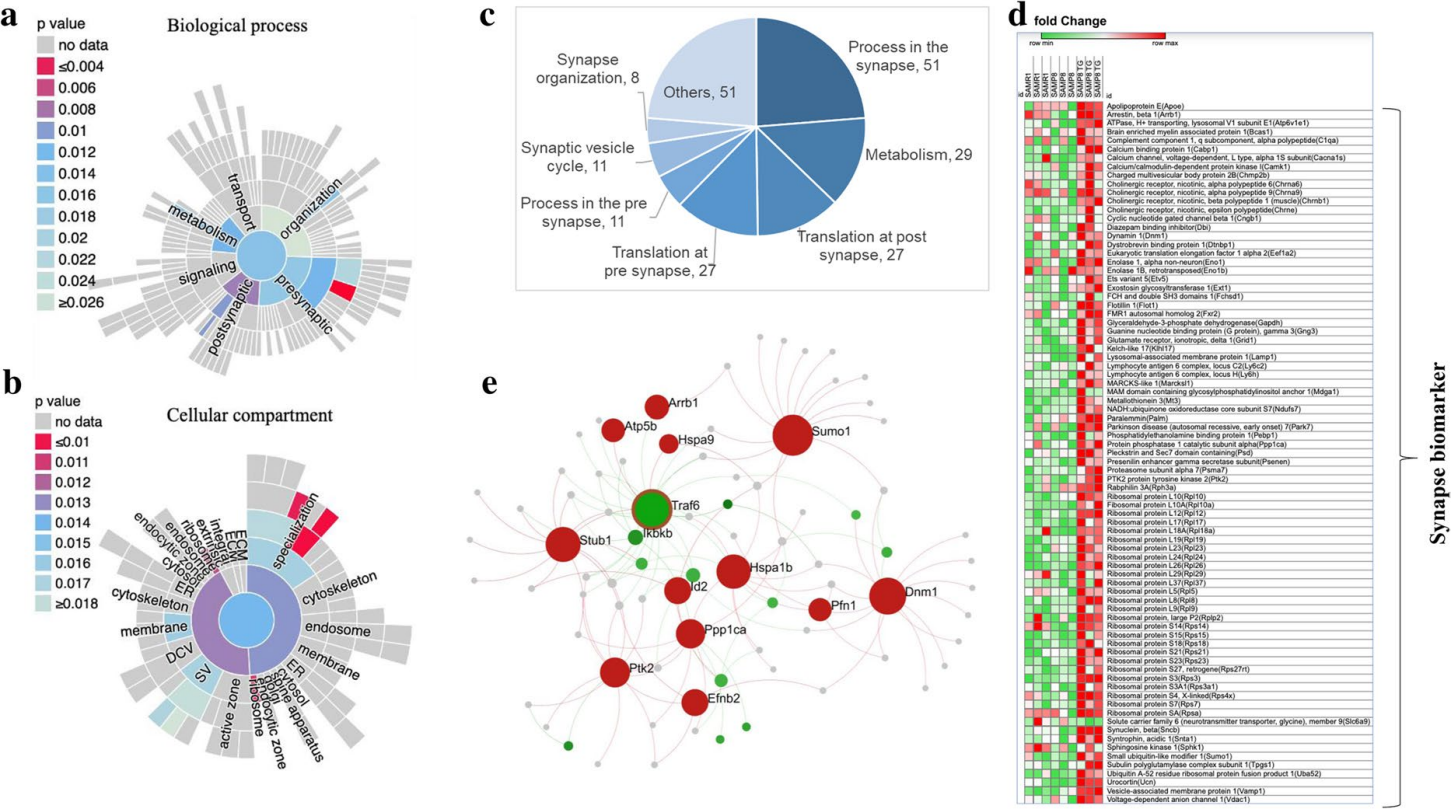
TG facilitates synapse-related genes in the hippocampus. **a** Sunburst plot showing significantly enriched biological process (BP) terms based on the synapse-specific SynGO database annotation **(b)** Sunburst plot showing enriched cellular component (CC) terms based on the synapse-specific SynGO database annotation. The color encodes the significance of the enriched *P* value. **c** pie chart showing the number of genes related to synapse-specific BP terms. **d** Heatmap was generated by analyzing microarray data showing the relative expression intensity of genes involved in neurotransmitter release. **e** The PPI network of the *Traf6* gene shows its interaction with several synapse-related upregulated genes

The increased number of significant synapse-specific biological process (BP) terms was the process in the synapse (*P* < 0.02; n = 51), metabolism (*P* < 0.01; *n* = 29). Additionally, the top number of significant cellular component (CC) terms included synapse (*P* < 0.014; n = 77) post synapse *P* < 0.013; n = 58).

The pie chart represents the number of DEGs involved in maintaining different synapse-specific BPs (Fig. 7c); among them, 51 genes were involved in the process in the synapse, 29 in metabolism, 27 in the translation of post-synapse and the translation of pre-synapse each.

Next, we examined the gene expression profiling of synapse-related genes, specifically focusing on genes involved in the signaling, metabolism, organization, and transport of synapses. 

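The supplementary synapse heatmap sheet holds 3 log2 values per group for 82 genes. The Tukey biweight of these values matched the group average of the authors' deposited tables within 0.02 in all 3 groups for all 82 genes. In the recount of the authors' deposited table, 67 of these genes were upregulated and 0 downregulated with TG, and 81 were higher with TG (lower: Slc6a9, by the probe set that matches the sheet, while its other one is listed at a fold change of 1.29 with TG). Another probe set of Rps27rt, which is among those upregulated, goes the other way in the authors' deposited table, at fold changes of -1.11 with TG and 1.52 in SAMP8 vs SAMR1. Between SAMP8 and SAMR1, 0 of the 82 genes were upregulated and 6 downregulated in SAMP8. By the sheet's values, 68 genes had all TG values above all SAMP8 values and 1 had all of them below. Chance separates 3 values from 3 in either direction in 10% of genes, but the paper chose these genes as upregulated with TG on the same arrays, so that share does not apply to them. An exact permutation test of 3 values against 3 cannot give a two-sided p below 0.1, so it was not run per gene. Other tests per gene, which do not have this limit, were not run on the sheet's values either. Cytosolic ribosomal proteins account for 26 of the 82 genes and neurotransmitter receptors for 5.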

The heatmap in Fig. 7d displays the DEGs that were downregulated in SAMP8 and SAMR1 mice but upregulated in TG-treated SAMP8 mice. Several cholinergic receptors were significantly upregulated by TG treatment, such as a cholinergic receptor, nicotinic, alpha polypeptide (*Chrna)* 6 (*Chrna6*), *Chrna9*, cholinergic receptor, nicotinic, beta polypeptide 1 (muscle) (*Chrnb1*) and cholinergic receptor, nicotinic, epsilon polypeptide (*Chrne*).

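The 4 cholinergic receptor genes named in the text were all higher with TG in the authors' deposited table, and 3 of them had an unadjusted p-value below 0.05. In the synapse heatmap sheet, Chrna9 had means of 5.41 ± 0.19 (SD, n = 3) in TG-treated SAMP8, 4.71 ± 0.51 (SD, n = 3) in SAMP8 and 5.32 ± 0.10 (SD, n = 3) in SAMR1. Chrnb1 rose from 3.85 ± 0.24 to 4.50 ± 0.16 with TG, and Chrne from 4.51 ± 0.14 to 5.22 ± 0.39 (SD, n = 3 each). For Chrna6 the sheet gave 5.82 ± 0.34 with TG and 5.34 ± 0.25 without (SD, n = 3 each), and the ranges of these groups met at 5.52. The ranges of Chrna9 in these groups also met at their ends. The authors' deposited table lists Chrna6 at a fold change of 1.23 (unadjusted p-value 0.0804). The adjusted p-values of the 4 genes in the authors' deposited table ran from 0.3955 to 0.5676. Chrna6, Chrna9, Chrnb1 and Chrne lay below the median signal of all probe sets in each group.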

Next, we constructed a PPI network targeted for the cellular components of the synapse (hits = 134, adjusted p-value = 1.03e-11), synapse part (hits = 92, adjusted p-value = 1.09e-9), and synaptic vesicle (hits = 20, adjusted p-value = 0.03) (Fig. 7e). 

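Dnm1, on chromosome 2 from 32308471 to 32353349, rose with TG from 13.61 ± 0.32 to 14.20 ± 0.20 (SD, n = 3 each) in the synapse heatmap sheet, a difference larger than either SD. Stub1, on chromosome 17 from 25830634 to 25832919, is listed at 9.43 with TG and 8.43 without in the authors' deposited table, and its log2 fold change lay at the percentile 99.3 of probe sets of like signal. The fold changes with TG in the authors' deposited table were 1.38 for Dnm1 (unadjusted p-value 0.0258) and 1.99 for Stub1 (0.0052). For SAMP8 vs SAMR1 the authors' deposited table gives unadjusted p-values of 0.234 and 0.4334 for these genes. Their adjusted p-values with TG in the authors' deposited table were 0.4698 and 0.3933.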

We identified that *Traf6* is one of the top hub genes, which showed interaction with several synapse-related upregulated genes, such as Dynamin 1 **(***Dnm1)***,** STIP1 Homology, and U-Box Containing Protein 1 (*Stub1*), and Small Ubiquitin Like Modifier 1 (*Sumo1*).

### TG upregulated neurotransmitter levels in SAMP8 mice hippocampus

Since pathway clustering and synapse-specific functional enrichment analysis predicted that TG administration might improve synaptic function in SAMP8 mice, we conducted further validation by examining the effect of TG on neurotransmitter levels.

First, we assessed the relative expression levels of genes associated with neurotransmitter release that exhibited similar direction regulation in TG-treated SAMP8 and SAMR1 mice compared to nontreated SAMP8 mice (Fig. 8a). 

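The supplementary neurotransmitter heatmap sheet holds 3 log2 values per group for 12 genes. In the sheet, all TG values lay above all SAMP8 values in 12 of 12 genes. Column by column, the TG value minus the SAMP8 value in the same position was 1.5 in 36 of 36 positions, so this separation follows from a constant, and the 10% that chance gives for 3 values against 3 does not apply to it. In the recount of the authors' deposited table, 2 of them were upregulated DEGs with TG (Adra1b and Grid1) and 7 were downregulated DEGs (Adcy3, Adcy6, Adcyap1r1, Drd2, Gabra2, Gabra4 and Gria4). Gabra2, on chromosome 5, had sheet means of 13.19 ± 0.09 (SD, n = 3) in SAMP8 and 14.69 ± 0.09 (SD, n = 3) in TG-treated SAMP8, while the averages in the authors' deposited table were 14.19 and 13.46 (unadjusted p-value 0.0318). Adcyap1r1, on chromosome 6, had sheet means of 10.87 ± 0.26 and 12.37 ± 0.26 (SD, n = 3 each) in these groups, against 12.02 and 11.22 in the authors' deposited table (unadjusted p-value 0.0035). For Grm5 the sheet means were 11.39 ± 0.24 and 12.89 ± 0.24 (SD, n = 3 each), and the authors' deposited table lists 12.39 and 11.97 (unadjusted p-value 0.1018). Compared by the Tukey biweight of the 3 values, the sheet was higher than the authors' deposited table in SAMR1 by 0.99 to 1.01 on the log2 scale and lower in SAMP8, at differences from -1.01 to -0.99. In TG-treated SAMP8 the differences ran from -0.23 to 1.46. Grid1 is also in the synapse heatmap sheet, where its SAMP8 mean was 6.19 ± 0.28 (SD, n = 3) in place of 5.19 ± 0.28 (SD, n = 3). Erich3 has a second probe set besides the one whose averages parallel the sheet, listed at a fold change of -1.70 with TG in the authors' deposited table (unadjusted p-value 0.0035), by which it would be a downregulated DEG as well. Of the genes the text lists from Fig. 8a, 5 were downregulated DEGs and 0 upregulated DEGs with TG in the authors' deposited table.

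**Figure D4:**
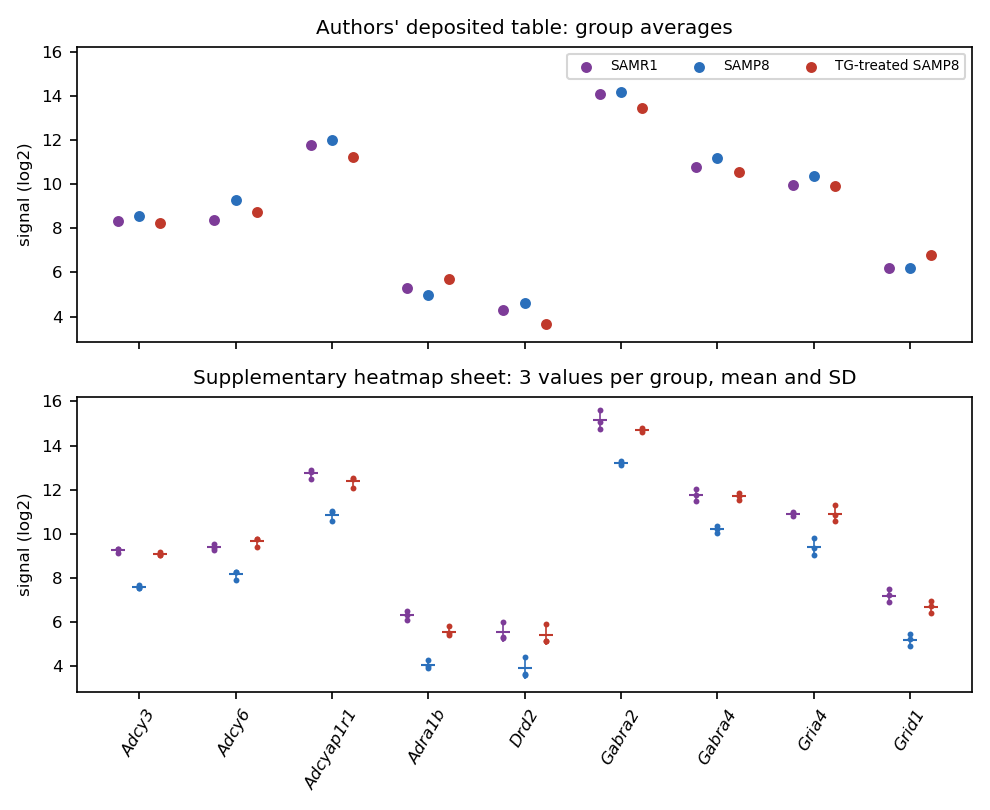
Log2 signal (vertical axes) of the 9 genes of the neurotransmitter heatmap sheet that are DEGs with TG (horizontal axis) in SAMR1 (purple), SAMP8 (blue) and TG-treated SAMP8 (red). The upper panel shows the group averages of the authors' deposited tables, with 7 genes lower and 2 higher in TG-treated SAMP8 than in SAMP8. The lower panel shows the 3 sheet values per group with their mean and SD, with all 9 genes higher.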

The heatmap displays the top significantly upregulated DEGs, including Adenylate Cyclase 6 (*Adcy6*), Adenylate Cyclase-Activating Polypeptide 1 Receptor 1 (*Adcyap1r1*), Adrenergic Receptor, Alpha 1D (*Adra1d*), Adrenergic Receptor, Beta 2 (*Adrb2*), Gamma-Aminobutyric Acid (GABA) A Receptor, Subunit Alpha 1 (*Gabra1*), GABA A Receptor, Subunit Alpha 2 (*Gabra2*), GABA A Receptor, Subunit Alpha 4 (*Gabra4*), Glutamate Receptor, Ionotropic, AMPA4 (Alpha 4) (*Gria4*), Glutamate Receptor, Ionotropic, Delta 2 (*Grid2*), and Glutamate Receptor, Metabotropic 5 (*Grm5*). Further details can be found in the Supplementary file.

**Fig. 8:**
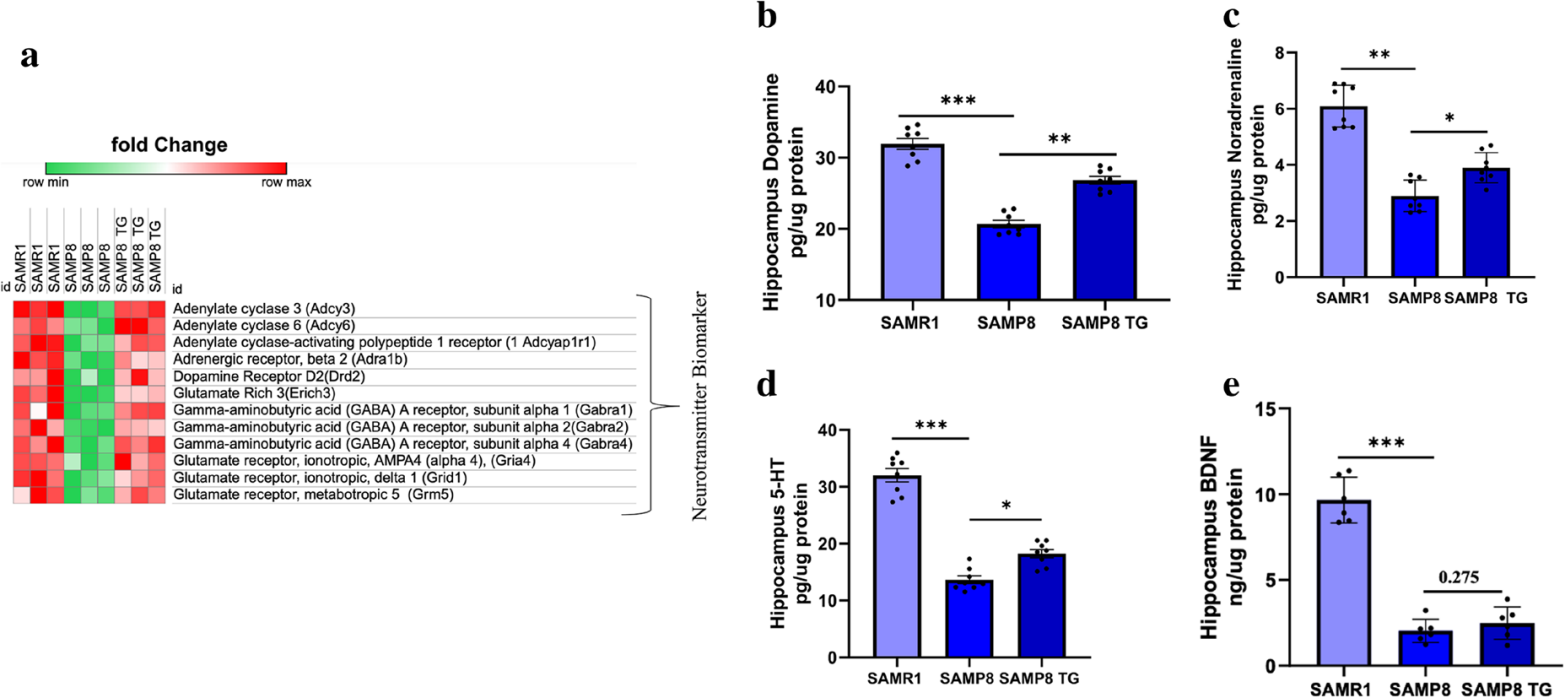
TG elevates neurotransmitter levels in the hippocampus. **a** Heatmap showing significantly enriched DEGs associated with neurotransmitter releases in the hippocampus. **b** DA, **(c)** NA, **(d)** 5-HT, and (**e)** BDNF in brain tissues were measured by ELISA. Values are presented as mean ± *SEM* (n = 6 ~ 8 animals per group). Comparisons were performed using one-way ANOVA followed by Fisher’s LSD test: *P < 0.05; **P < 0.01; ***P < 0.001.; ns, non-significant

Subsequently, we validated the observed potential of TG in neurotransmitter regulation by performing an ELISA test to measure the levels of neurotransmitters such as DA, NE, and 5-HT in the total protein extracted from the hippocampus of mice. All three neurotransmitters were significantly decreased in nontreated SAMP8 mice compared to SAMR1 mice (Δmean = 11.03; *P* < 0.001; Δmean = 3.07; *P* < 0.001; and Δmean = 18.37; *P* < 0.001 for DA, NE, and 5-HT levels, respectively). However, TG treatment significantly elevated the levels of all three neurotransmitters compared to the nontreated SAMP8 group (Δmean = 4.91, *P* < 0.01; Δmean = 1.00, *P* < 0.05; and Δmean = 4.5, *P* < 0.05 for DA, NE, and 5-HT levels, respectively) (Fig. 8b, c, and d).

Additionally, we examined the effect of TG treatment on the level of the neurotrophic factor BDNF in mice hippocampus. Similar to the neurotransmitter levels, the BDNF level in the SAMP8 group was significantly lower compared to SAMR1 mice (Δmean = 7.87; *P* < 0.001). TG treatment could slightly increase the BDNF level in SAMP8 mice compared to the nontreated group (Δmean = 0.69, *P* = 0.27); however, this change did not reach statistical significance (Fig. 8e). (Detailed values of the ELISA tests can be found in Supplementary Table 1).

## Discussion

In this study, we have demonstrated that oral administration of TG over 30 days significantly improved the memory acquisition of 16-week-old SAMP8 mice, as observed in the hippocampal-dependent memory task MWM test, indicating its potential in alleviating cognitive decline associated with accelerated aging. Furthermore, our integrated analysis of the whole-genome transcriptome and protein levels in the mice hippocampus revealed that TG administration suppressed neuroinflammation and enhanced neurotransmitter release, contributing to the observed improvements in cognitive function. Moreover, our untargeted analysis of the transcriptome data provided insights into the potential mechanism by which TG exerts its effects. We identified the Traf6-mediated signaling pathway of NF-κB as a potential target of TG, leading to reduced synthesis of proinflammatory cytokines like TNFα and IL6. Moreover, TG appeared to modulate the interplay between Traf6 and various neurotransmitters, facilitating their release and ultimately enhancing learning and memory formation in SAMP8 mice. Overall, our study provides valuable insights into the therapeutic potential of TG in ameliorating cognitive decline associated with accelerated aging, highlighting its ability to target neuroinflammation, synaptic function, and neurotransmitter release in the hippocampus (Fig. 9).

**Fig. 9:**
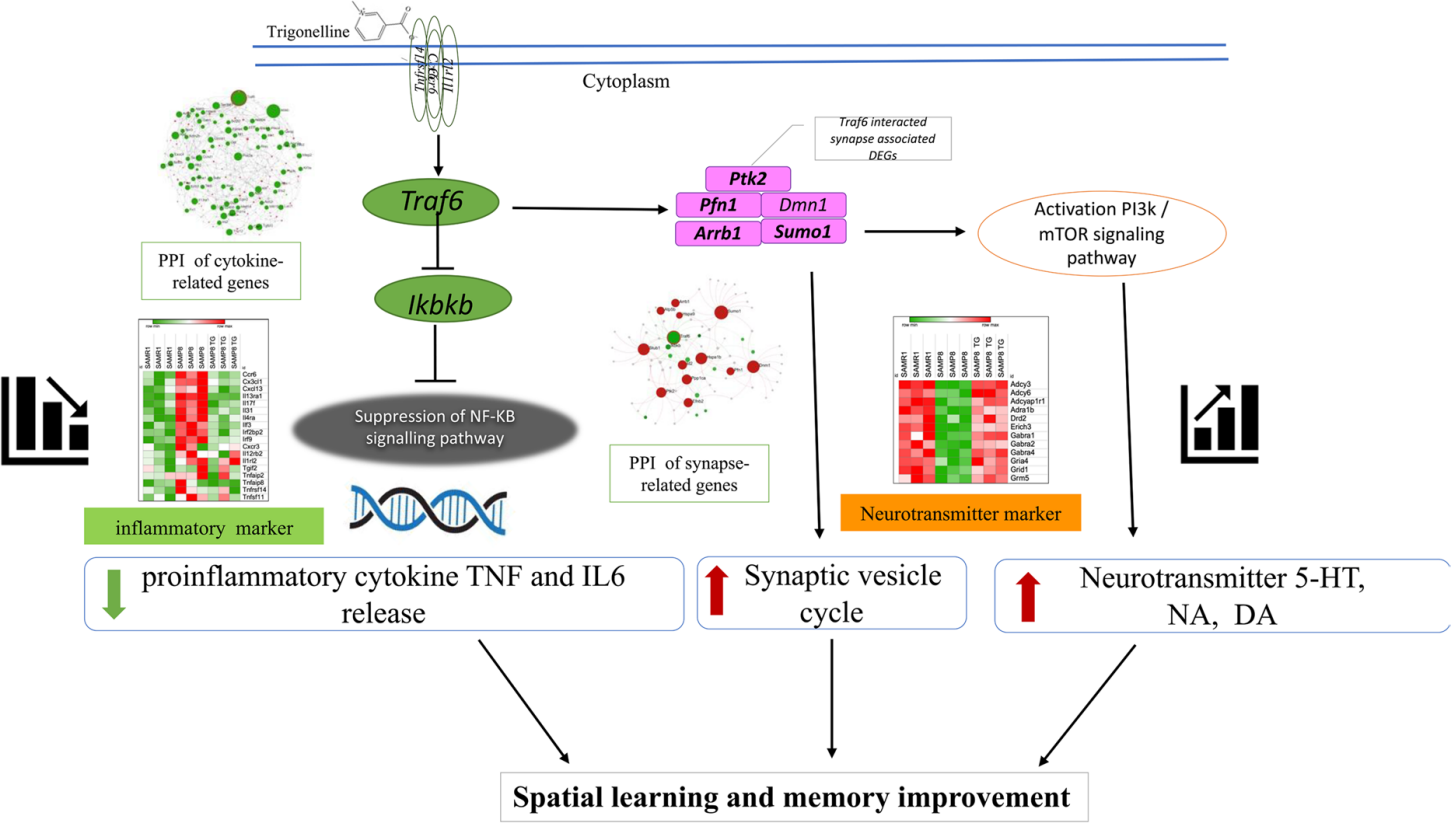
Schematic diagram representing the mechanism of action of TG

### TG-induced reduction of neuroinflammation in the hippocampus

Neuroinflammation is a vital risk factor for developing cognitive aging and neurodegenerative disease. Inflammatory cytokines are considered a hallmark of neuronal cell death and dysfunction [19, 33]. The role of the inflammatory response includes proinflammatory cytokines (IL1b, IL2, IL6, and TNFα), chemokines (CCL2, CCL5, and CXCL1), secondary messengers (NO and prostaglandins), and reactive oxygen species (ROS) most of these mediator factors are produced by activated resident cells of the central nervous system [34]. We found that TG treatment significantly reduces TNFα and IL6 protein levels in SAMP8 mice hippocampus (Fig. 6c, d). Additionally, it also suppressed LPS-induced TNFα mRNA expression in SH-SY5Y cells (Fig. S2), suggesting the beneficial effect of TG in suppressing neuroinflammation [33].

To elucidate the underlying molecular mechanism, we conducted a comprehensive analysis of whole-genome data from the hippocampi of TG-treated and nontreated SAMP8 mice. Through functional cluster analysis using the UMAP dimension reduction approach, we identified that the primary bioactivity of TG may be its anti-inflammatory function as numerous inflammation-related pathways were found to be significant in multiple clusters, including chemokine signaling pathway, IL5 signaling pathway, IL9 signaling pathway, T-cell receptor / Ras pathways, TNFα signaling pathway, mTORC1-mediated signaling, IL2/STAT5 pathway, IL17 signaling pathway, TGFβ regulation of extracellular matrix, and NF-κB in B cells mediated signaling pathways (refer to Fig. 5). Notably, TG treatment led to a significant decrease in the expression levels of several proinflammatory cytokines and chemokines that play a crucial role in neuroinflammation [6, 36]. These include chemokines (*Ccr6*, *Cx3cl1*, and *Cxcl13*), interleukins (*Il13ra1*, *Il4ra*, and *Ilf3*), and tumor necrosis factors (*Tnfaip2*, *Tnfrsf14*, and *Tnfsf11*) (Fig. 6b).

A critical finding of our study elucidates that the expression level of *Traf6*, the most divergent member of the TRAF family members, was significantly downregulated in mice hippocampus by TG treatment. PPI network analysis also suggested that TG might interfere with the Traf6-mediated signaling pathway of NF-κB **(**Fig. 6a**).** IκB kinase (IKK) complex-related kinase, *Ikbkb, was* also downregulated. Since IKK-related kinase phosphorylation has a negative effect on the canonical IKKs, they may terminate the synthesis of inflammatory mediators [37]. Furthermore, NF-κB is a group of transcription factors that are known to translocate into the nucleus and stimulate the transcription of numerous genes related to immune response, growth, and protection against apoptosis [33]. The activation of NF-κB is commonly mediated by a variety of signaling pathways that ultimately converge at the IKK complex, responsible for phosphorylating IκB and facilitating signal transduction to NF-κB [38]. Therefore, based on these findings, we postulate that TG may exert its effects on reducing inflammatory cytokine production by negatively modulating the NF-κB signaling pathway mediated by Traf6 and Ikbkb. Further exploration of this intricate mechanism holds significant promise and warrants attention.

### TG-induced changes in neurotransmitters in the hippocampus

Neurotransmitter is the major signaling molecule secreted by a neuron to communicate with other cells across a synapse to facilitate learning and memory function in the hippocampus [39, 40]. We investigated the role of TG in modulating neurotransmitters in SAMP8 mice hippocampus. *Gabra2, Adcyap1r1,* and *Adrb2* genes were upregulated after TG treatment **(**Fig. 8a**),** which might play a crucial role in GABAergic, glutamatergic, and dopaminergic synapse signaling pathways. Also, glutamate receptor subunits such as *Gria4, Grid2, and Grm5* were upregulated by TG treatment which is the main excitatory neurotransmitter in the central nervous system [41]. It is well reported that glutamatergic synapse is essential for basic brain processes, including synaptic plasticity, which is crucial for learning and memory, the formation of neuronal networks, and the CNS repair process [42]. Upregulation of glutamate receptor-related genes indicated that TG administration facilitates nervous system development, thus helping memory formation. As TG exerts a significant effect on glutamate receptors, further investigation is required to understand the mechanism of TG on glutamate neurotransmitters to facilitate learning and memory formation as well as LTP. In addition, *Igfbp6* is 1.9-fold upregulated by TG treatment which helps facilitate positive regulation of the MAPK cascade and the insulin-like growth factor receptor signaling pathway [43, 44]. Also, *Dbi* is 2.5-fold upregulated hence regulating learning and memory, glial cell proliferation, regulation of synaptic transmission, GABAergic synapse, skin development, positive regulation of lipid biosynthetic process, long-term synaptic potentiation, positive regulation of CoA-transferase activity, positive regulation of phospholipid transport related biological process. We constructed a PPI network to understand the protein–protein interactions between the target and TG (Fig. S5). Surprisingly, we noticed that when the excursive molecule; *Traf*6 was downregulated in the next step, it modulated the expression of a cluster of synapse-related genes **(**Fig. 7e**)**. Among this cluster, *Dnm1*, *Stub1*, and *Sumo1* were significantly upregulated, which are known to facilitate synapse-related pathways and help in regulating neurotransmitter release and synaptic vesicle trafficking [45, 46].

Finally, we performed a validation experiment and identified that TG treatment significantly increases DA, NA, and 5-HT levels in the hippocampus (Fig. 8 b, c, d). 5-HT interacts with its receptors and plays a role in maintaining LTP [47], deficiency of 5-HT in the hippocampus can impair memory. An increased level of neurotransmitters helps to form new memories. Further, the serotonergic system may also be involved in the modulation of synaptic plasticity and sensory input reorganization. Besides that, the neurotransmitter DA has been linked with long-term learning and memory formation. Emerging research evidence suggests that the neurotransmitter dopamine, a key brain component for long-term memory formation, is critical for motivation and also affects the hippocampus [48, 49]. Hence neurotransmitters have been linked with long-term memory formation; it can be said that TG administration improves spatial learning and memory formation by increasing neurotransmitter release and facilitating synaptic function. Therefore TG-mediated neurotransmitter level increment helps not only in learning and memory formation by suppressing proinflammatory cytokine but also helps in locomotor, facilitating behavior, feeling sensations, maintaining heart function, and information processing from the environment and other internal parts of our body, consequently helping in spatial learning and memory formation (Fig. S3).

### TG treatment mitigated synaptic functions in the mice hippocampus

An electrical impulse at a chemical synapse induces the presynaptic neuron to discharge neurotransmitters, which subsequently attach to receptors on the postsynaptic cell and influence its probability of generating an action potential. Therefore, our investigation encompassed not only examining the effects of TG on specific neurotransmitters but also exploring its impact on synapse-specific biological functions and cellular localization.

We found that synapse-specific genes that are involved in signaling pathways such as synaptic vesicle endocytosis, vesicle fusion, synaptic plasticity, LTP, etc. [50] were upregulated after TG treatment (Fig. 7d). Vesicle trafficking biomarkers such as *Vamp1, Vdac1, and Sytl2* were upregulated in the TG-treated group, indicating that it helps in vesicle trafficking and endocytosis process followed by LTP formation as the neurons communicate with each other through the synapse [44]. Synaptic plasticity is believed to underlie the processes of learning and memory retention, synaptic connections can change over time, and high-frequency signals or repeated stimulations strengthen synaptic connections repeatedly [51]. LTP occurs at most excitatory synapses all over the brain but is best studied at the glutamate synapse of the hippocampus. While TG facilitates glutamatergic synapses and upregulated synaptic gene markers, thus helping in memory formation as well as cognitive function [35]. Apart from this, we analyzed significantly enriched biological processes and found that a large number of DEGs were involved in nervous system development, neuron projection development, dendritic spine development, axon guidance, positive regulation of axon extension, chemical synaptic transmission, and synapse organization (Fig. 4A), which indicates that TG influences nervous system development, neuroprotection and improves learning and memory acquisition [52].

Moreover, many genes were involved in the synaptic biological process. Among them, 51 genes are involved in the synapse, 27 genes are involved in translation at the synapse; 27 genes are involved in translation at the pre-synapse, 27 genes are involved in translation at the post-synapse, 21 genes are involved in processing the pre-synapse, 11 genes are involved in the synaptic vesicle cycle, and 29 genes are involved in metabolism. **(**Fig. 7c**)**. As TG plays a significant role in the various synaptic biological processes, we further checked synaptic genes that are localized in synaptosomes. In this active zone, the transmission of nervous impulses is transferred from one neuron to another. Significantly upregulated synaptic DEGS were localized around the synaptosome and helped in facilizing nerve impulses, which is crucial for brain function.

Previous research indicates that chemical synapses' ultrastructure is usually asymmetric. synaptic vesicles impregnated with neurotransmitters are unidirectional, from presynaptic to postsynaptic [52]. Also, a synaptic cleft, a presynaptic element (like an axon terminal), and a postsynaptic element make up chemical synapses, which generate connections between neurons or between neurons and non-neuronal cells. Even though the molecular mechanism of learning and memory acquisition is still unclear; however, previous research has demonstrated that-synaptic elements consist of an active zone (i.e., a specific presynaptic membrane region). The high density of Ca2 + channels facilitates synaptic vesicle fuse (exocytosis), which is triggered when an action potential is received at the presynaptic terminal [53]. At the hippocampus, AMPA receptor distribution in synaptic dendritic spines during LTP formation, in the presence of TGFβ, inhibits inflammation and enhances learning and memory. We found that TG administration helps in the regulation of the MAPK cascade as well as the TGF-β signaling pathway (Fig. S4), thus reducing inflammation and increasing neurotransmitter release and, consequently, helping in memory formation [54, 55]. We checked the significantly enriched GOs of the TG-treated mice in nervous system development **(**Fig. 4**)** and found that a wide range of synapse-related BP is significantly upregulated. Therefore, our findings suggest that TG treatment may promote synaptic plasticity by upregulating synapse-related DEGs, aiding neurotransmitter release and consequently promoting spatial learning and memory formation. Further exploration of the effects of TG on synaptic functions through electrophysiological techniques or high-throughput assays in the in vitro models would therefore present a valuable avenue for future research.

## Conclusion

In summary, TG attenuated aging-induced hippocampal proinflammatory cytokines release (TNFα and IL6), potentially through regulating the Traf6-mediated NF-κB signaling pathway. Consequently, it promoted the release of neurotransmitters (DA, NA, 5-HT), which in turn facilitated memory and learning functions in aging model mice. Therefore, TG might be considered a potential supplementary medicinal compound for ameliorating cognitive aging and neuroinflammation-related CNS dysfunctions. However, further immunohistochemical, cytochemical, and proteomics analyses would strengthen and validate our findings regarding the predicted mechanism underlying the observed bioactivities of TG, as determined through transcriptomics analysis.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

All datasets generated for this study are included in this article/Supplementary Material. Microarray data are deposited in the NCBI Gene Expression Omnibus (GEO) under accession number: GSE223398.

# Supplementary material for: Transcriptomics and biochemical evidence of trigonelline ameliorating learning and memory decline in the senescence-accelerated mouse prone 8 (SAMP8) model by suppressing proinflammatory cytokines and elevating neurotransmitter release
**Source:** GeroScience. 2023 Sep 18;46(2):1671–91. doi: 10.1007/s11357-023-00919-x
**Supplement:** Supplementary file 1 — Supplementary file1

| Neurotransmitters and  Cytokines | SAMR1  mean (SD) | SAMP8  mean (SD) | SAMP8+TG  mean (SD) | Δmean  SAMP8-SAMR1 | Δmean  SAMP8 TG-SAMP8 |
| --- | --- | --- | --- | --- | --- |
| Dopamine | 31.94 (2.19) | 20.91 (2.61) | 25.82 (2.98) | -11.03^***^ | 4.91^**^ |
| Nor-Adrenaline | 6.09 (0.75) | 3.02 (0.81) | 4.02 (0.78) | -3.07^***^ | 1.00^*^ |
| Serotonin | 32.03 (3.32) | 13.66 (1.94) | 18.25 (2.09) | -18.37^***^ | 4.59^**^ |
| BDNF | 9.66 (1.33) | 1.79 (0.39) | 2.48 (0.94) | -7.87^***^ | 0.69 ns |
| TNFα | 27.83 (2.73) | 57.42(6.30) | 41.35(6.82) | 29.59^***^ | -16.07^***^ |
| IL6 | 248.93 (16.04) | 294 .63(14.44) | 274.05 (19.64) | 45.70^***^ | -20.58^*^ |

Supplementary Table 1

All the ELISA experiment Data

Statistical analysis was performed by using one-way ANOVA followed by Fisher’s LSD test: *P<0.05; **P<0.01; ***P<0.001.

# Supplementary material for: Transcriptomics and biochemical evidence of trigonelline ameliorating learning and memory decline in the senescence-accelerated mouse prone 8 (SAMP8) model by suppressing proinflammatory cytokines and elevating neurotransmitter release
**Source:** GeroScience. 2023 Sep 18;46(2):1671–91. doi: 10.1007/s11357-023-00919-x
**Supplement:** Supplementary file 2 — Supplementary file2

## Slide 1
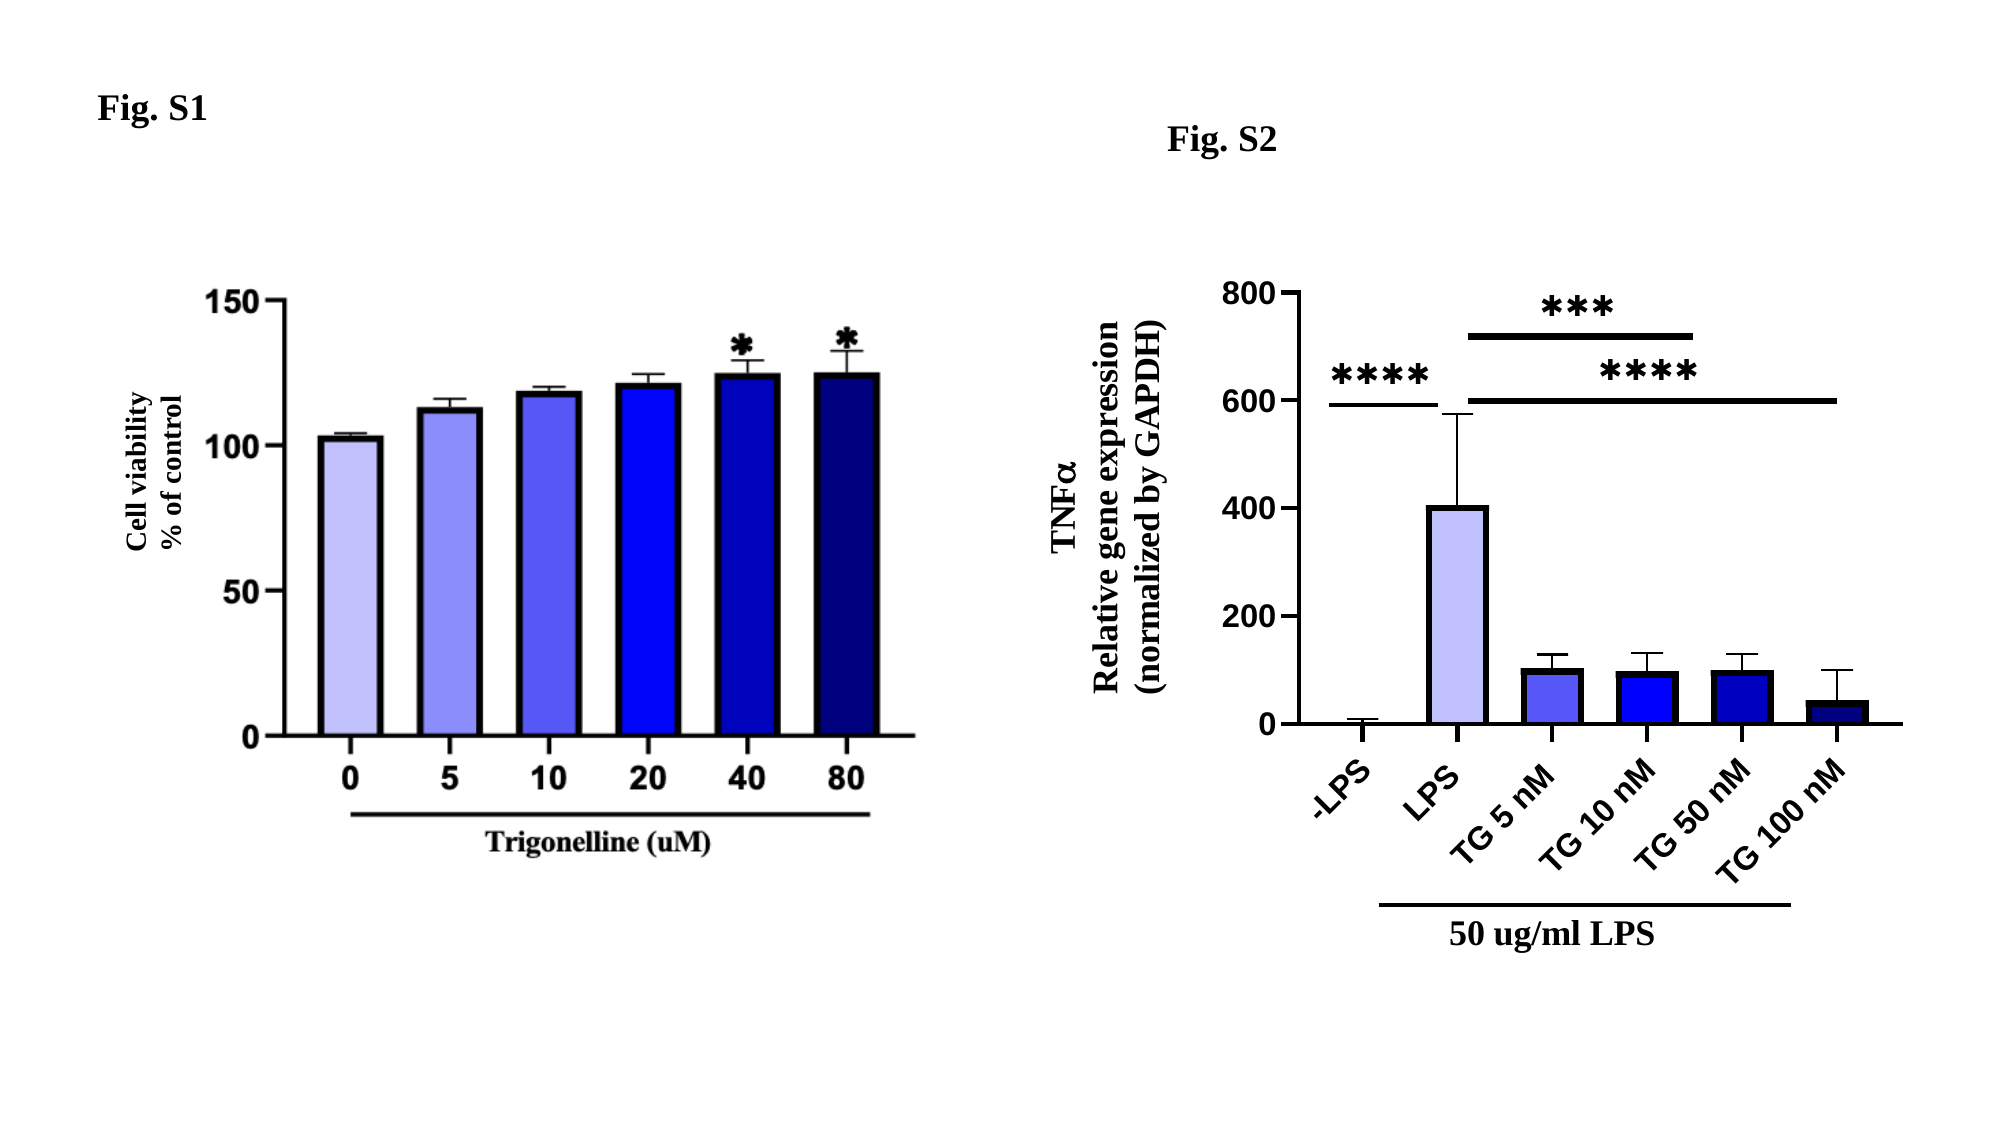

Fig. S1
Fig. S2
Cell viability
% of control

## Slide 2
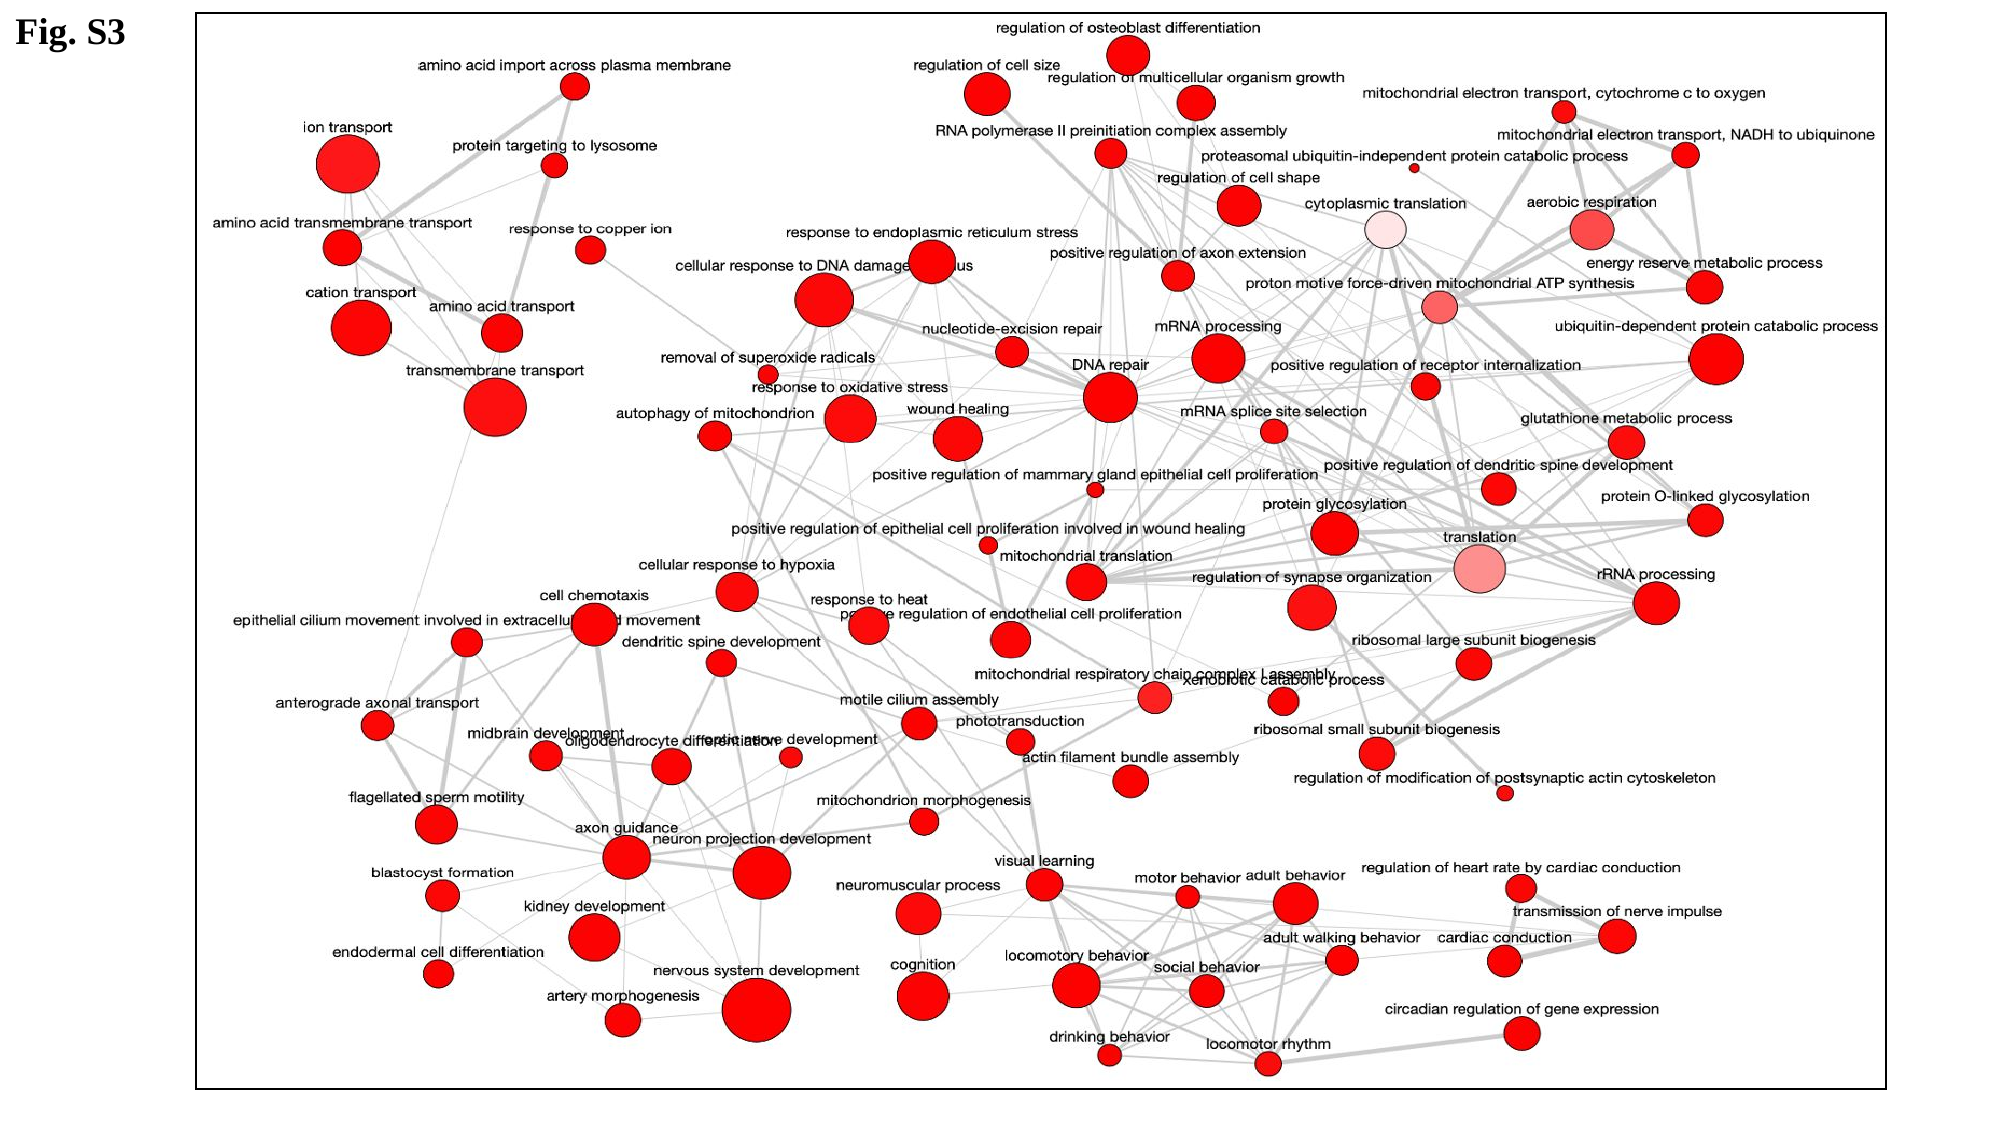

Fig. S3

## Slide 3
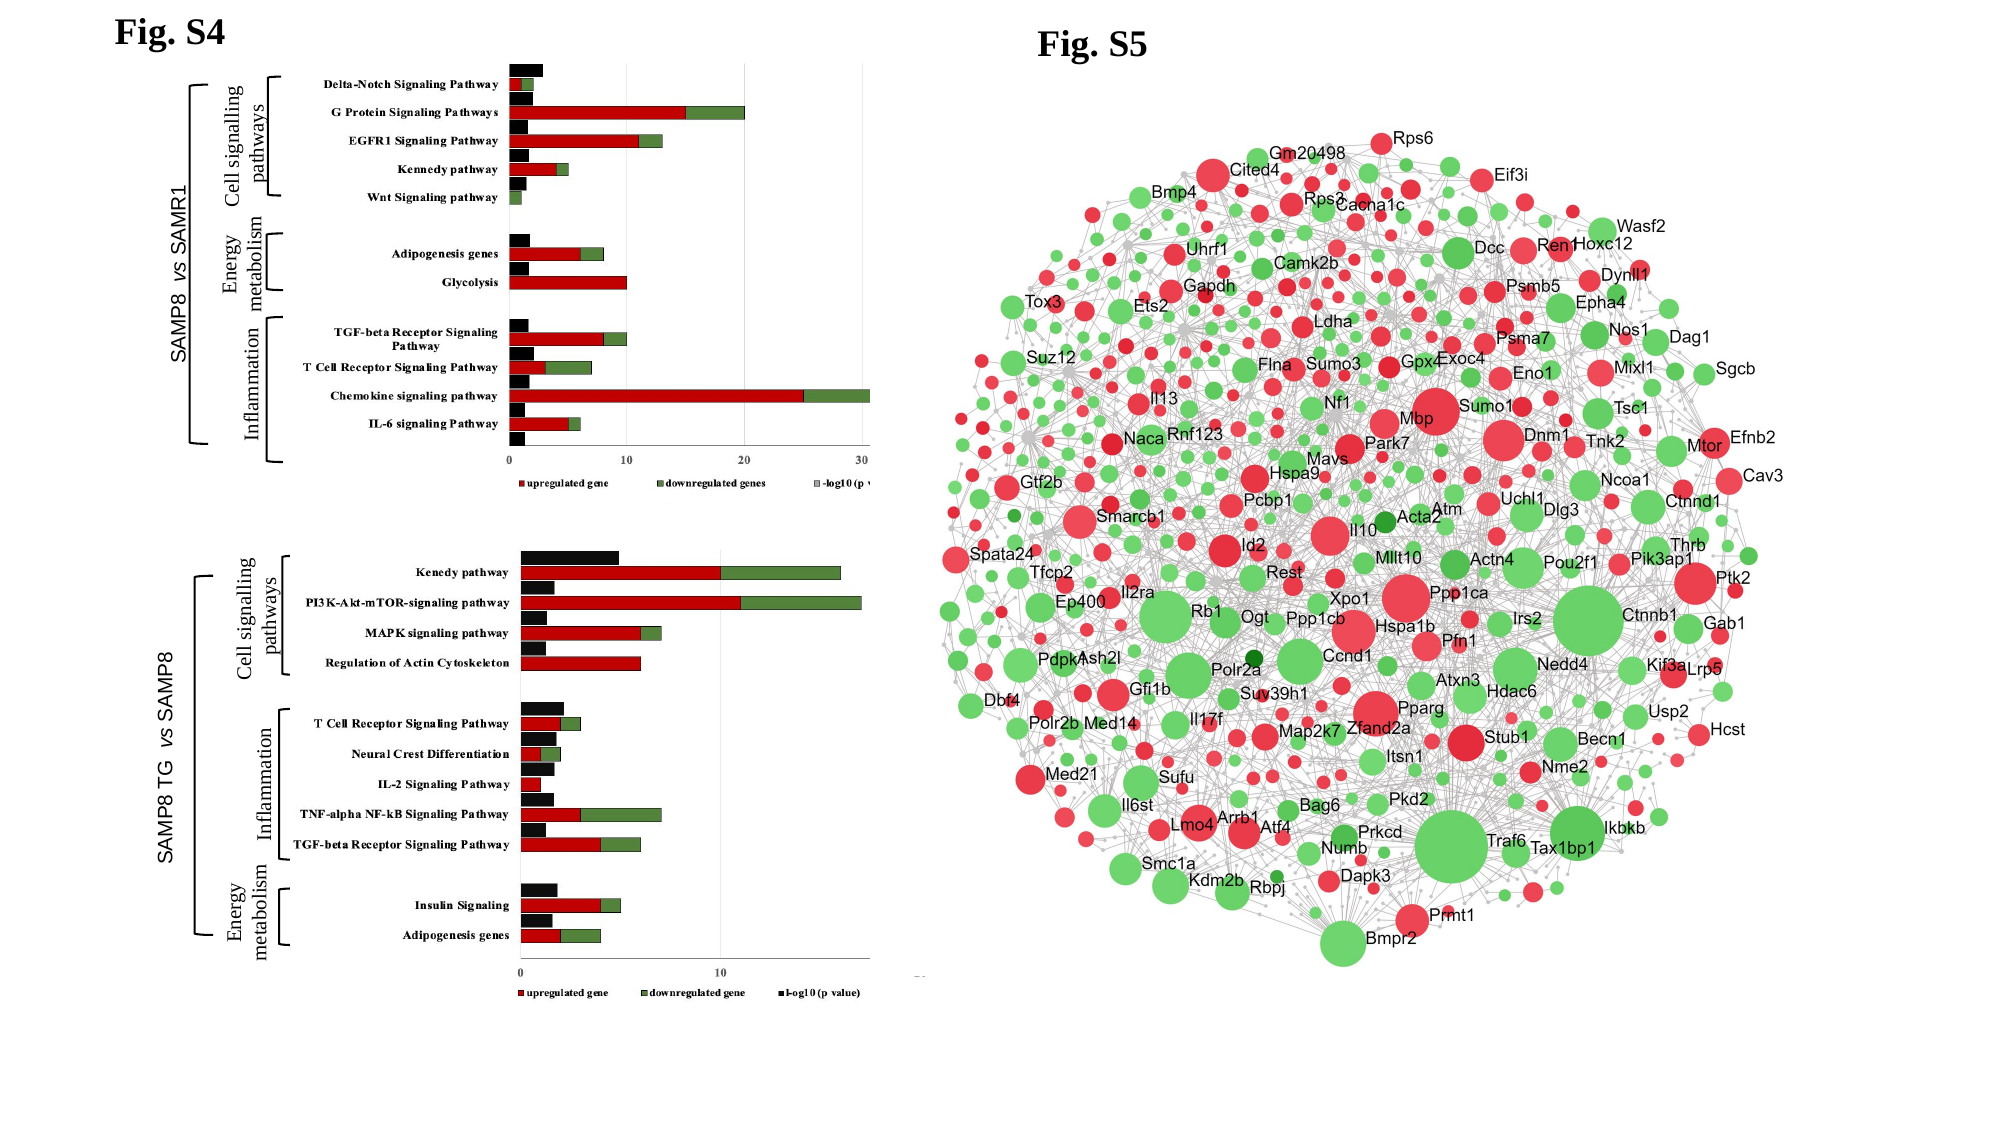

Fig. S4
Fig. S5
Cell signalling
pathways
Energy metabolism
Inflammation
SAMP8 vs SAMR1
Inflammation
Energy metabolism
Cell signalling
pathways
SAMP8 TG vs SAMP8

How the deposited data were processed for this re-analysis (not part of the article)

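Hippocampal RNA of 9 mice, 3 each of the SAMR1, SAMP8 and TG-treated SAMP8 groups, was measured on Clariom S Mouse arrays. The grouping of the arrays follows the sample records. The TG dose was 5 mg/kg per day for 30 days, the mice were 16 weeks old, and by the records TG was continued through 8 days of behavioral testing.

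The authors summarized the array intensities by SST-RMA in TAC (version 4.0.2 in the methods) and tested each comparison by one-way analysis of variance with an empirical Bayes step. The deposited tables, 1 for each of 2 comparisons, list for 22206 probe sets the authors' group averages as log2 signal, the authors' signed linear fold change as a score, where values below -1 are falls, the authors' unadjusted p-value and the authors' false discovery rate adjusted p-value. The log2 of the authors' fold change lies within 0.017 of the difference of the deposited averages. Values per array were used here from the supplementary heatmap sheets alone, for 12 neurotransmitter, 18 cytokine and 82 synapse genes with 3 log2 values per group. These sheets were read before the tests were chosen. The Tukey biweight of 3 sheet values (constant 5, epsilon 0.0001) matched the deposited averages of the synapse genes within 0.02.

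From the deposited tables, DEGs were recounted at an unadjusted p-value below 0.05 and a linear fold change above 1.1, and at a fold change above 2. The recounts were repeated with the adjusted p-value below 0.05, with an unadjusted p-value below 0.01, with fold change limits of 1.5, 1.9 and 2.1, by unique gene symbol, and without the 25% of probe sets with the lowest average signal, taken over the groups compared for DEG counts and over all 3 groups for overlaps, the correlation and the families. The overlap of opposite calls and the Pearson correlation of the log2 fold changes across probe sets were computed from both tables. To see what the shared SAMP8 arrays give by themselves, 20 sets of 22206 genes were simulated with normal errors whose SD was drawn from the synapse sheet (0.11 to 0.52), and tested with limma 3.58.1 in R 4.3.3. In a test on simulated data, 200 of 22206 genes given a log2 change of 2 were recovered at a rate of 100% at an unadjusted p-value below 0.05 and at the adjusted limit, and 4.8% of the unchanged genes had an unadjusted p-value below 0.05.

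The 5 gene families were defined by symbol patterns: subunits of the respiratory chain and ATP synthase, cytosolic and mitochondrial ribosomal proteins, cytokines and chemokines with their receptors, and neurotransmitter receptors. The cytokine pattern takes every symbol beginning with Tnf, TNF-induced genes included. The receptor pattern takes every symbol beginning with Htr and leaves out Gabbr. Each family's median log2 fold change was placed among 10000 random lists of the same number, drawn from 20 classes of average signal, or from 10 classes of signal and 10 of genomic length. Genomic length is the span of the gene in the reference annotation of GRCm38 and stands in for transcript length, and 96.7% of the probe sets could be placed on it. In a test with 100 simulated lists of 80 genes, 98% of the unchanged lists fell in the middle 95%, and 99% of the lists raised by 0.2 lay above it. The same placing was used for 5 lists of marker genes (meninges, smooth muscle, choroid plexus, thalamus and striatum). Neighbouring genes called in the same direction were counted against 1000 random placements of the calls. Single genes were placed among the probe sets of their class of signal (20 classes). For the sheets, mean, SD and the number of genes whose groups do not overlap were computed, with each column left out in turn.

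The genes named are those of Tables 1 and 2, Traf6, Ikbkb, Dnm1, Stub1, Vamp1 and Vdac1, the genes the text lists from Figs. 6b, 7d and 8a, Tnf, Il6 and Bdnf, and in each comparison the 3 annotated genes with the highest rise and the 3 with the deepest fall among those with an unadjusted p-value below 0.05. One probe set per gene was used, the one with the lowest p-value, or for values and counts of the heatmap sheets the one whose averages lie closest to the sheet, and where other probe sets of a gene go the other way this is said. Some of the genes chosen by this rule are not reported here. The heatmap genes outside the text (Adcy3, Adra1b, Drd2, Erich3, Grid1, Rps27rt and Slc6a9), the marker genes, Fmod and Abcb1a were named after their values were seen.

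The comparisons, the criteria, the families, the rule for named genes and the alternatives were set before the data were examined. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The number of arrays per group limits the precision of every average. The gene ontology, pathway and network analyses, the principal component analysis, the ELISA and the behavioral data were not analysed here.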

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

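The tests of the marker lists and of neighbouring genes were set down before their results were seen, and the count on chromosome Y was chosen only after the result was seen. The following signals were not taken up in the text of the paper.

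In SAMP8 vs SAMR1 of the authors' deposited table, the highest fold changes belong to Gm3893 (1320.68), Gm10592 (217.54) and Gm21968 (217.54), all on chromosome 4. Above 10-fold and with an adjusted p-value below 0.05 there were 14 probe sets, of which 12 lay on chromosome 4, the 8 with coordinates between 41769467 and 42537578 of GRCm38. All 12 were higher in SAMP8, with fold changes from 10.96 to 1320.68, and none of the 12 had an unadjusted p-value below 0.05 with TG (highest absolute log2 fold change 0.31). Of all 90 probe sets with an adjusted p-value below 0.05, 29 lay on chromosome 4 and 8 more on its unplaced sequence. A candidate explanation is a strain difference in sequence or copy number, since probes respond to both. Outside chromosome 4, neighbouring genes were called in the same direction 201 times between the strains, against 113.3 on average and 145 at most in 1000 random placements, a ratio of 1.77. Within the SAMP8 strain, with TG, the ratio was 1.30 (110 against 84.8, and 110 at most). With chromosomes X and Y left out as well, the ratios were 1.54 and 1.32, so the contrast is smaller without those chromosomes. Real differences in transcription between the strains stay open and were not tested.

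The deepest falls in SAMP8 vs SAMR1 of the authors' deposited table were those of Gm14403 (-7.82), Gm10921 (-7.71) and Lingo2 (-6.18). On chromosome Y, 59 of 219 probe sets were lower in SAMP8 by more than 2-fold with an unadjusted p-value below 0.05, and 0 were higher; their median log2 fold change was -0.71. With TG, 4 were higher by more than 2-fold and the median was 0.43. Among these are the highest rises with TG in the authors' deposited table, Gm20837 (3.79) and Gm20823 (3.05). Many of these probe sets are copies of few sequences, so they are not independent counts. Sprr2j-ps rose by a factor of 3.07 with TG in the authors' deposited table. No technical or biological explanation was tested for these genes beyond the count of neighbours.

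With TG, Zic1 had a fold change of -3.74 in the authors' deposited table. Zic1 and Prkcd mark the thalamus, next to the hippocampus, among other regions. A candidate explanation is tissue of the thalamus carried along in dissection. The median of 8 other thalamus markers lay at the percentile 62.55 of random lists, with 4 markers higher and 4 lower, which leaves this explanation open. The most abundant of them in SAMP8, Ntng1 (10.93) and Calb2 (9.97), had fold changes of -1.33 and -1.24 with TG in the authors' deposited table. The next most abundant did not fall alike, with averages without and with TG of 8.48 and 8.44 for Tcf7l2, 8.14 and 8.21 for Slc17a6, 7.15 and 7.81 for Tnnt1 and 6.42 and 6.55 for Rgs16 in the authors' deposited table, where Zic1 and Prkcd fell by 1.91 and 1.50 on the log2 scale. What the hippocampus itself expresses of these markers would hide a small share of other tissue. An effect of TG on these genes stays open as well.

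Marker genes of the meninges had a median log2 fold change of -0.44 with TG. They were chosen to test the falls of Ptgds, Acta2, Igf2 and Fmod (fold change -3.68 in the authors' deposited table), of which the first 3 are in Table 2. Of 18 markers, 13 were lower and 5 higher with TG, 7 of those lower and 0 of those higher had an unadjusted p-value below 0.05 in the authors' deposited table, and no random list of like signal had so low a median. In SAMP8 vs SAMR1 the median was 0.18, at the percentile 98.07. The 3 most abundant markers in SAMP8 were Dcn (10.15), Igfbp2 (10.03) and Slc6a20a (7.92), with fold changes of -1.70, -1.36 and -1.73 with TG in the authors' deposited table (unadjusted p-values 0.1616, 0.1215 and 0.0191), while Lum rose by a factor of 1.37 (0.7505). The markers moved as tissue of the meninges carried along in dissection may give, with more in the SAMP8 than in the TG-treated samples (median -0.44). Between the strains they did not all go one way. In the authors' deposited table Igfbp2 (9.36 in SAMR1) and Slc6a20a (7.39) were higher in SAMP8, while Dcn (10.66 in SAMR1, 10.15 in SAMP8), Lum (7.42 and 6.82) and Col1a2 (6.13 and 5.49) were lower. Of the 18, 10 were above the median signal of all probe sets in SAMP8, so the dissected tissue also holds their transcripts, and a change in the expression of these genes with TG or strain stays open. For smooth muscle of vessels, the median of 8 markers with TG lay at the percentile 4.44, and for choroid plexus the median of 12 markers at 9.05, which decides neither. In SAMP8 vs SAMR1 the median was 0.22 for choroid plexus (percentile 98.48) and 0.29 for thalamus (95.93). It was -0.04 for smooth muscle (59.1) and -0.02 for striatum (42.96). A high median between the strains was thus not particular to the meninges. The choroid plexus markers highest in signal in SAMP8, Enpp2 (13.70) and Ttr (9.33), had fold changes of -1.19 and 1.64 with TG in the authors' deposited table (unadjusted p-values 0.3856 and 0.4205). Among the smooth muscle markers the most abundant, Myl9 (6.42) and Mylk (6.20), fell, with fold changes of -1.23 and -2.20. Of the smooth muscle, choroid plexus and thalamus markers, 2, 6 and 6 were above the median signal in SAMP8. Group averages alone cannot show whether one sample carried more of another tissue.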

How the results depend on the processing

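The comparison with the heatmap sheets is the part of the tests whose result was partly seen when they were chosen. No paired analysis was possible because the deposited tables hold group averages and nothing in the records pairs the animals of different groups.

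With the authors' adjusted p-value below 0.05, the DEG counts were 0 for TG-treated SAMP8 vs SAMP8 (2140 probe sets had an unadjusted p-value below 0.05 at any fold change) and 90 for SAMP8 vs SAMR1, above 2-fold 0 and 88, and the opposite overlaps were 0 and 0. The split between up and down in SAMP8 vs SAMR1 moved from 50.5% up to 80.0% up. With an unadjusted p-value below 0.01, the counts were 522 and 829, and the overlaps 49 (up in SAMP8, down with TG) and 31 (down in SAMP8, up with TG). With a fold change above 1.5, the counts were 1050 and 1540 and the overlaps 106 and 102. With a limit of 1.9 in place of 2, 199 DEGs were counted with TG. That stricter limits lower a count and looser limits raise it follows from their construction, and the cause of the shift in the split was not tested. Counts by unique gene symbol and without the dimmest 25% of probe sets stayed within 1.5 times the reported ones, in both comparisons and for both overlaps. The limit of 2.1 was tried for the DEGs above 2-fold, where the counts in both comparisons stayed within 1.5 times as well.

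The correlation across genes was -0.422 without the dimmest 25% of probe sets and -0.463 over the 4180 probe sets with an unadjusted p-value below 0.05 in either comparison. With the median in place of the mean, the log2 fold changes of the families with TG were 0.47 (oxidative phosphorylation), 0.59 (cytosolic ribosome), 0.17 (mitochondrial ribosome), 0.04 (cytokines and receptors) and -0.10 (neurotransmitter receptors). Without the dimmest 25% the means were 0.46, 0.55, 0.21, 0.10 and -0.07 in the same order. No family changed direction with TG. In SAMP8 vs SAMR1 the cytokine family had a mean of 0.03 and a median of -0.05, so its sign depends on the summary.

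For the heatmap genes, the sheets and the deposited tables were counted by different criteria, so their counts are not the same quantity. By the sheets, 12 neurotransmitter genes had all TG values above all SAMP8 values, and 10 cytokine genes had all of them below. By the deposited tables, 2 neurotransmitter genes were upregulated DEGs and 2 cytokine genes downregulated DEGs. For the synapse genes the counts were 68 above by the sheet and 67 upregulated DEGs. The cause was not tested beyond what the last part reports. Leaving out each column of the sheets in turn gave 12 neurotransmitter genes each time, 10 to 14 cytokine genes and 70 to 73 synapse genes with groups apart in the same direction. Leaving out a column can only keep or raise these counts, and chance separates 2 values from 3 in 20% of genes against 10% for 3 from 3, so this says nothing about stability.

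Of 78 named genes, 47 had an unadjusted p-value below 0.05 with TG and 0 an adjusted one (lowest 0.0773). In SAMP8 vs SAMR1, 28 had an unadjusted p-value below 0.05, and 5 of these an adjusted one. For the 4 of these 78 genes with several probe sets (Vamp1, Erich3, Gm10921 and Gm20823), the mean over the probe sets kept the direction in both comparisons, but 1 probe set each of Vamp1 and Erich3 went the other way in SAMP8 vs SAMR1. Slc6a9, named outside these, had a log2 fold change of -0.17 with TG in the authors' deposited table by the probe set used and 0.09 by the mean over both of its probe sets, so its direction depends on this choice.

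A plain analysis of variance, a fit of all 3 groups, other normalizations between arrays, leaving out arrays, other set tests and regroupings of the arrays were set before as alternatives or checks but were not run, since they need values per array, which were not analysed here for all genes. Signal near background limits what the fold changes of dim probe sets can show, and the size of this was not measured. Without the dimmest 25%, the share upregulated among DEGs went from 49.4% to 46.5% with TG and from 50.5% to 56.2% in SAMP8 vs SAMR1.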

Differences from the paper's values

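The recounts at the paper's stated criteria and at the alternative criteria were set before the data were examined, the counts from the heatmap sheets were chosen when the sheets had been read, and the count of Fig. 7d genes against SAMR1 was chosen only after the result was seen.

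Downregulated DEGs in SAMP8 vs SAMR1 numbered 1280 in the recount, and the paper's value is 841. Of the alternatives set before the data were examined, the fold change above 1.5 (806) and the filter on dim probe sets (969) lie within 1.5 times the paper's value, whereas the adjusted p-value (18), the unadjusted p-value below 0.01 (383) and unique gene symbols (1318) do not. Above 2-fold, 233 were downregulated, against the paper's 76. No alternative came within 1.5 times the paper's value: unadjusted p-value below 0.01 gave 128, the adjusted p-value 18, a limit of 1.9 gave 291, a limit of 2.1 gave 184, unique gene symbols 240 and the filter on dim probe sets 215.

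The overlap of genes down in SAMP8 and up with TG was 227, and the paper's value is 146. The filter on dim probe sets gave 182, within 1.5 times the paper's value, and the other alternatives (0, 31, 102 or 253) did so only for the fold change above 1.5 (102). The genes down in SAMP8 and not up with TG numbered 1053, against the paper's 691. A fold change above 1.5 (704) and the filter on dim probe sets (781, by the signal of all 3 groups, which leaves 963 downregulated DEGs in place of 969) lie within 1.5 times the paper's value, and the adjusted p-value (18), the unadjusted p-value below 0.01 (352) and unique gene symbols (1065) do not.

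The fold change of Tfcp2 with TG was -1.38 in the authors' deposited table, and the paper's value in Table 2 is -2.38. No alternative applies to it, since the gene has 1 probe set. The other 19 of 20 table genes lie within 1.5 times the paper's fold changes, all 20 with the same sign, and 16 of the 20 are smaller in size in the authors' deposited table. Sytl2, which the paper lists among genes with a p-value below its limit, had an unadjusted p-value of 0.069 in the authors' deposited table.

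The paper describes the genes of Fig. 8a as upregulated with TG. In the authors' deposited table, 5 of the genes in the text were lower with TG with an unadjusted p-value below 0.05 (Adcy6, Adcyap1r1, Gabra2, Gabra4 and Gria4), and 0 were higher with one. By the heatmap sheet all 12 of its genes were higher. The genes in the text and in the sheet are not all the same. The paper describes the cytokine genes of Fig. 6b as downregulated with TG. In the authors' deposited table 10 of the 18 genes in the text were lower, 2 of them with an unadjusted p-value below 0.05 (Il13ra1 and Il17f), and 8 were higher, including Tnfaip2, Tnfrsf14 and Tnfsf11. The sheet, whose group values are shifted against the deposited averages, gave 10 genes with all TG values below all SAMP8 values. The text and the sheet name different genes at one place, Irf2bp1 in the text and Irf2bp2 in the sheet. The paper calls Chrna6 significantly upregulated, and its unadjusted p-value in the authors' deposited table was 0.0804, at a fold change of 1.23. In the text the genes shared in Fig. 3b are described as going down with TG after a rise in SAMP8, while the legend of Fig. 3b gives them as down in SAMP8 and up with TG, which is the set counted here. The paper describes the genes of Fig. 7d as lower in SAMP8 and SAMR1 and higher with TG. By the averages of the authors' deposited tables, 81 of 82 were higher with TG than in SAMP8. Against SAMR1, 77 were higher with TG, 1 was level and 4 were lower.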

Other observations

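The tests on the heatmap sheets and the simulation of unrelated changes on shared SAMP8 arrays were chosen only after the result was seen, and the tests of gene length were not.

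The values of the cytokine and neurotransmitter heatmap sheets lie apart from the group averages of the authors' deposited tables. In the neurotransmitter sheet the difference was nearly fixed in SAMR1 (median 1.0 on the log2 scale) and in SAMP8 (-1.0), with all 12 genes within 0.02 of these medians. It was not fixed in TG-treated SAMP8 (-0.23 to 1.46), where each value equals the sheet's SAMP8 value in the same position plus 1.5. In the cytokine sheet it was 0.50 in SAMP8, within 0.02 in all 18 genes, and -0.20 in TG-treated SAMP8, within 0.02 in 15. In SAMR1 it was -0.30 for the first 10 genes, within 0.02 in 9, and -0.50 for the last 8, within 0.02 in 6. Another normalization of the same arrays was tested by the synapse sheet, whose averages matched the deposited ones within 0.02 in all 3 groups for 82 of 82 genes, and by Grid1, which is in 2 sheets with different values, so it argues against this explanation. Another probe set of the same gene was tested by the number of genes with more than 1 probe set, which was 1 of 30 (Erich3). Exchanged groups were tested by the best exchange of groups, under which the averages of 0 of the 30 genes matched within 0.02. What made the sheets differ was not tested further, and no biological explanation can apply to values of the same arrays. Directions with TG read from the means of these sheets are not those of the authors' deposited tables for 7 of the 9 neurotransmitter genes that are DEGs with TG and 8 of the 18 cytokine genes. One of these 8, Tgif2, was nearly level by the Tukey biweight of its sheet values, at 5.50 in SAMP8 and 5.51 in TG-treated SAMP8.

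The opposite overlaps of both comparisons could come from the shared SAMP8 arrays. In 20 simulated sets of unrelated changes the count of genes down in SAMP8 and up with TG reached 244 at most, above the observed 227, so this count by itself needs no reversal of the strain difference by TG. The count of genes up in SAMP8 and down with TG reached 231 at most, below the observed 292. Of the other values, the 28 probe sets up in both comparisons lay inside the simulated range (16 to 36). Outside it as well lay 3 values: 93.9% of the shared DEGs changed in opposite directions (87.1% to 92% simulated), 6 were down in both (18 to 34), and the correlation was -0.435 (-0.334 to -0.295). In the sets without any change these 3 values were 99%, 1 and -0.498 on average, so the observed ones lie between the averages of the simulated settings. The simulated fold changes were differences of plain means, unlike the deposited averages, and the simulated SDs came from the synapse genes alone. The simulated correlations are therefore not an exact measure for the observed one. As correlated genes widen the spread of such counts and the simulated genes were independent, the shared arrays cannot be told apart from a reversal by TG for the genes up in SAMP8 and down with TG.

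The rise of oxidative phosphorylation and cytosolic ribosomal genes with TG was set against gene length, since short genes rose and long genes fell with TG. Across 21474 probe sets the Spearman correlation of the log2 fold change with genomic length was -0.247 with TG and 0.182 in SAMP8 vs SAMR1. The median log2 fold change with TG was 0.09 in the 20% shortest and -0.10 in the 20% longest genes. Random lists matched on length and signal reached medians of 0.17 (oxidative phosphorylation) and 0.29 (cytosolic ribosome) at the upper end of their middle 95%, below the family medians of 0.47 and 0.59, which argues against genomic length as the whole cause. RNA quality and other properties of these transcripts, and an effect of TG, stay open and were not tested.

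The gene Drd2, of the neurotransmitter sheet, had a fold change of -1.96 with TG in the authors' deposited table. Tissue of the striatum carried along in dissection is a possible explanation, but the median of 9 other striatum markers lay at the percentile 28.21 of random lists, with 6 lower and 3 higher and 5 of the 9 above the median signal in SAMP8, which leaves it open. The most abundant of them in SAMP8, Pde10a (12.33) and Penk (9.31), had fold changes of 1.06 and -1.11 with TG in the authors' deposited table.

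For the genes of the proteins measured by ELISA, the authors' deposited table lists with TG fold changes of -1.02 for Tnf (unadjusted p-value 0.776), -1.12 for Il6 (0.5181) and -1.67 for Bdnf (0.0758). Tnf and Il6 had averages of 2.86 and 3.71 in SAMP8 in the authors' deposited table, near the lowest of all group averages (2.39), and Bdnf had 9.16. In SAMP8 vs SAMR1 their fold changes in the authors' deposited table were 1.15, 1.19 and 1.32. Vamp1 and Vdac1 had fold changes of 1.52 and 1.37 with TG in the authors' deposited table (unadjusted p-values 0.0032 and 0.0378). Abcb1a, on chromosome 5, was higher in SAMP8 than in SAMR1 by a factor of 19.94 in the authors' deposited table (adjusted p-value 2.31e-06), and lower with TG at a fold change of -1.89 (unadjusted p-value 0.017, adjusted 0.4452). Its name was chosen after its values were seen.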
